# The Oncogenic Role of Prostate Stem Cell Antigen (PSCA) in Colorectal Cancer: Implications for Targeted Therapy

**DOI:** 10.3390/cimb48070737

**Published:** 2026-07-20

**Authors:** Jinyue Duan, Yi Wang, Qisen Li, Yujue Wang, Jinrui Liu, Yi Qi, Yichi Zhang, Changhao Fu, Zhongyi Cong, Can Wang, Manman Su

**Keywords:** cancer stem cells, colorectal cancer, MAPK, PSCA, siRNA

## Abstract

Prostate stem cell antigen (PSCA), a pivotal member of the lymphocyte antigen-6 (Ly6) protein family, has been implicated in the tumorigenesis and neoplastic progression of diverse cancer types. In this study, we conducted a thorough investigation into the role of PSCA in the development of colorectal cancer (CRC). Survival analysis based on The Cancer Genome Atlas (TCGA) dataset demonstrated that elevated expression of PSCA was tightly correlated with unfavorable overall survival, inferior relapse-free survival, and worse post-progression survival among CRC patients. Additionally, PSCA exhibited significantly higher expression levels in colorectal cancer stem cell (CRC-SCs) relative to CRC cell lines. Loss-of-function assays using small interfering RNA (siRNA)-mediated silencing were performed to evaluate the effects of PSCA downregulation on the stemness properties of CRC-SCs, including proliferative capacity, invasive potential, and apoptotic rate, which were assessed by MTS assay, transwell invasion assay, and flow cytometry analysis, respectively. The results showed that silencing PSCA markedly suppressed the proliferation and invasion of CRC-SCs, while significantly promoting cellular apoptosis. RNA sequencing was performed to identify differentially expressed genes (DEGs) in the PSCA knockdown group compared to the negative control group. Follow-up analyses using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) indicated that these DEGs were significantly enriched in the cell-substrate adherens junction term and the mitogen-activated protein kinase 9MAPK signaling pathway. Moreover, PSCA silencing substantially reduced the phosphorylation levels of the core MAPK signaling constituents, pBRAF and pERK1/2; conversely, PSCA overexpression prominently upregulated the expression of pBRAF and pERK1/2. In nude mice with CRC-SCs cancer xenograft tumors, treatment with PSCA siRNA significantly decreased tumor volume and weight, while also notably extending the survival time of the tumor-bearing mice compared to the control group. Collectively, these findings confirm that PSCA plays a critical oncogenic role in CRC cancer growth and malignant progression, suggesting its potential as a novel and promising therapeutic target for CRC.

## 1. Introduction

Colorectal cancer (CRC) has long been considered a widespread malignant neoplasm, and its incidence has increased among young people in recent years [1,2]. Most patients with advanced CRC suffer from liver and/or lung metastases, resulting in an unfavorable prognosis [3,4,5,6]. As scientific research advances in depth, a growing number of therapeutic targets for CRC have been identified, including various proteins, long noncoding RNAs (lncRNAs), and microRNAs (miRNAs); however, there is still no effective treatment for CRC at present [7,8,9]. Consequently, it is essential to identify new therapeutic targets and elucidate the molecular mechanisms involved in CRC progression.

Malignancy is intricately associated with tumor heterogeneity. Cancer stem cells (CSCs), a minor subset of cancer cells linked to this heterogeneity, possess the abilities of self-renewal, differentiation, and tumor initiation. These properties allow CSCs to mediate drug resistance and cancer progression, thereby triggering tumor recurrence and distant metastasis [10,11,12,13,14]. Furthermore, CSCs have high plasticity, enabling them to differentiate into diverse cell populations. They also demonstrate strong resistance to harsh conditions in the tumor microenvironment and chemotherapeutic agents and can invade healthy tissues [14,15,16,17,18,19]. Targeting CSCs is a promising strategy to enhance the prognosis of patients with CRC [20,21]. Colorectal cancer stem cells (CRC-SCs) are the initiating cells of CRC and are deemed to promote CRC occurrence, proliferation, and metastasis [22,23,24]. Thus, exploring the mechanisms through which CRC-SCs initiate CRC is crucial for identifying targets for the curative treatment of CRC.

The lymphocyte antigen-6 (Ly6) superfamily is a large protein group that comprises a subfamily of glycosylphosphatidylinositol (GPI)-anchored membrane proteins, including Ly6a, Ly6d, Ly6e, PSCA, and Lynx1. In recent years, these proteins have drawn increasing attention due to their potential involvement in tumor progression [25,26]. Aberrantly expressed in pituitary and lung malignancies, Ly6a is particularly recognized as a biomarker of lung tumor initiation [27,28]. However, Ly6d plays dichotomous roles, acting as a tumor suppressor in prostate cancer yet an oncogenic driver in squamous cell carcinoma [29,30,31]. Furthermore, Ly6e accelerates CRC progression [32,33], while Lynx1 promotes the development of pancreatic ductal cancer [34].

Prostate stem cell antigen (PSCA) is an oncogene that resides on chromosome 8q24.3, a chromosome harboring a variety of other oncogenes [35,36,37]. 

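In the gene models of GENCODE release 29 on GRCh38, the release whose gene positions the deposited expression table carries, PSCA (ENSG00000167653) lies on the plus strand of chromosome 8 from 142670308 to 142682724, and its exons cover 1763 bases. Its transcript PSCA-201 runs from 142680456 to 142682724 and has 3 exons with 1020 bases in all, of which 342 are coding sequence. MYC, which the paper also measures, lies on the same chromosome from 127735434 to 127741434. The gene JRK lies on the opposite strand from 142657460 to 142681968, and its exons cover 368 of the exonic bases of PSCA (20.9%).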

In prostate and ovarian cancers, PSCA is aberrantly overexpressed and exhibits a strong positive correlation with poor patient prognosis [38,39,40]. Moreover, increased PSCA expression is associated with more advanced cancer stages and higher Gleason scores in prostate cancer [38,41]. However, the correlation between PSCA and CRC has not been fully elucidated. Growing evidence indicates that PSCA can drive oncogenic phenotypes by upregulating c-Myc across multiple epithelial malignancies [42]. The transcription factor c-Myc acts as a core upstream regulator of the core pluripotency transcription factors Oct-4, Sox-2, and Nanog; together, this quartet forms a coordinated transcriptional network that maintains self-renewal, sphere-forming capacity, and stemness signatures in colorectal cancer stem cells [43]. Aberrantly elevated c-Myc directly activates the promoters of Oct-4, Sox-2, and Nanog in CRC cell lines, thereby sustaining the malignant stem-like state and promoting metastasis and chemoresistance [44]. Although the individual oncogenic functions of PSCA, c-Myc, and these pluripotency markers have been separately documented in the previous literature, whether PSCA remodels colorectal cancer stem cell properties through the c-Myc/Oct-4/Sox-2/Nanog regulatory axis remains poorly characterized. Accordingly, we detected the above pluripotency markers across our constructed cell models to dissect the potential PSCA-mediated molecular cascade governing CRC stemness [45]. This study was designed to explore the relationship between PSCA and CRC.

To identify an appropriate in vitro model for investigating PSCA-mediated stemness and malignant progression, we screened multiple classic human colorectal cancer cell lines and finally selected HCT116 and SW620 for subsequent research. Western blot screening revealed that HCT116 exhibits the highest endogenous PSCA expression level among all detected cell lines including HT29, COLO205, SW480, and SW620, while SW620 presents relatively low basal PSCA abundance. The distinct endogenous PSCA expression levels between the two cell lines provide ideal contrasting conditions to explore the biological function of PSCA, making them suitable models to dissect how PSCA regulates CRC stem-like phenotypes and its downstream signaling cascades.

Multiple complementary experimental systems were adopted to systematically dissect the biological function and molecular mechanism of PSCA in colorectal cancer stem cells. Gain- and loss-of-function cell models constructed using PSCA overexpression plasmids and siRNA interference were applied to establish the causal link between PSCA and malignant stem-like phenotypes. A panel of functional assays, including sphere formation, MTS, transwell, and apoptosis assays, were conducted to evaluate self-renewal, proliferation, invasion, and chemoresistance. RNA-seq, coupled with GO and KEGG enrichment analyses, was used to preliminarily screen differentially altered signaling cascades, and Western blot further validated the expression changes of core regulatory proteins. Finally, subcutaneous xenograft models in nude mice were established to verify the tumor-suppressive effect of siPSCA at the in vivo level. This integrated in vitro and in vivo research strategy represents a standard and rigorous experimental framework for investigating gene regulatory networks in CRC stem cell studies, allowing comprehensive and robust characterization of PSCA-mediated oncogenic signaling.

## 2. Materials and Methods

### 2.1. Cells Culture

Human colorectal cancer cell lines (COLO 205, HT-29, HCT116, SW480, and SW620) were obtained from the Cell Bank of the Chinese Academy of Sciences (CAS, Shanghai, China) and cultured in RPMI 1640 medium (Gibco, Thermo Fisher Scientific, Bohemia, NY, USA) supplemented with 10% fetal bovine serum (FBS). Cells were cultured in the incubator at 37 °C and 5% CO_2_ air atmosphere.

CD44^+^CD326^+^ colorectal cancer stem cells (HCT116SCs derived from HCT116 and SW620SCs derived from SW620) were cultured in serum-free DMEM/F12 medium (Gibco, Thermo Fisher Scientific, Bohemia, NY, USA). The culture medium was supplemented with 20 ng/mL epidermal growth factor (EGF, Invitrogen, Thermo Fisher Scientific, VNO, Vilnius, Lithuania), 20 ng/mL basic fibroblast growth factor (bFGF, Invitrogen, Carlsbad, CA, USA), and 1× B27 serum-free supplement (Gibco, Thermo Fisher Scientific, Bohemia, NY, USA). Cells were maintained in a humidified atmosphere at 37 °C and 5% CO_2_ to form tumor spheres. The medium was refreshed with growth factors once every three days to sustain stem cell properties.

### 2.2. Magnetic-Activated Cell Sorting (MACS)

CD44^+^CD326^+^ colorectal cancer stem cells were isolated via immunomagnetic bead sorting following the standard protocol of the CELLection Biotin Binder kit (Invitrogen, Thermo Fisher Scientific, VNO, Vilnius, Lithuania). In short, digested single-CRC-cell suspensions (4.0 × 10^7^ cells) were collected and resuspended in separation buffer matched with the kit. Cells were mixed with Dynabeads^®^ conjugated to anti-CD44 antibody (Invitrogen, Thermo Fisher Scientific, VNO, Vilnius, Lithuania) and incubated at 4 °C with slow shaking for 20 min. After incubation, test tubes were placed on magnetic stands to retain CD44^+^ cells combined with magnetic beads, while unmarked negative cells were removed by absorbing the supernatant. Captured CD44^+^ cells were dissociated from Dynabeads according to kit instructions to obtain a pure suspension of CD44^+^ CRC cells.

For secondary sorting, the enriched CD44^+^ cell population was incubated with anti-CD326 antibody-coated Dynabeads^®^ under identical incubation conditions (4 °C, rotating for 20 min). The same magnetic separation and bead-release procedures described above were repeated to isolate the CD326^+^ subpopulation from CD44^+^ cells, yielding purified double-positive CD44^+^CD326^+^ CRC cells for subsequent sphere culture.

### 2.3. Cell Transfection

PSCA and negative control (NC) siRNAs were obtained from Ribo Bio (Guangzhou, China). The PSCA siRNA sequences were as follows: siPSCA#1 (5′-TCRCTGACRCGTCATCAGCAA-3′), PSCA siRNA#2 (5′-GCTTGAACTGCGTGGATGA-3′), and PSCA siRNA#3 (5′-GTGGGCAAGAAGAACATCA-3′). pc-DNA3.1 empty vector and pc-DNA3.1-PSCA (pc-PSCA) overexpression plasmid were provided by the Public Protein/Plasmid Library (PPL; Nanjing, China). 

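Each PSCA siRNA was compared with PSCA-201 base by base. The 19 bases of PSCA siRNA#2 match transcript positions 256 to 274, counted from 1 at the 5′ end of the transcript, which lie at 142681960 to 142681978 of chromosome 8. PSCA siRNA#3 matches positions 291 to 309, at 142681995 to 142682013. siPSCA#1 is printed with 21 characters, 2 of which are R. With R read as either purine it does not match PSCA-201, whereas the 19 bases left without the R characters (TCCTGACCGTCATCAGCAA) match positions 229 to 247, at 142681933 to 142681951. All of these sites lie in the coding part of exon 3, and the same sequences were found in 0 transcripts of other genes. The complement of the siPSCA#1 site is part of the transcripts of JRK.

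**Figure D1:**
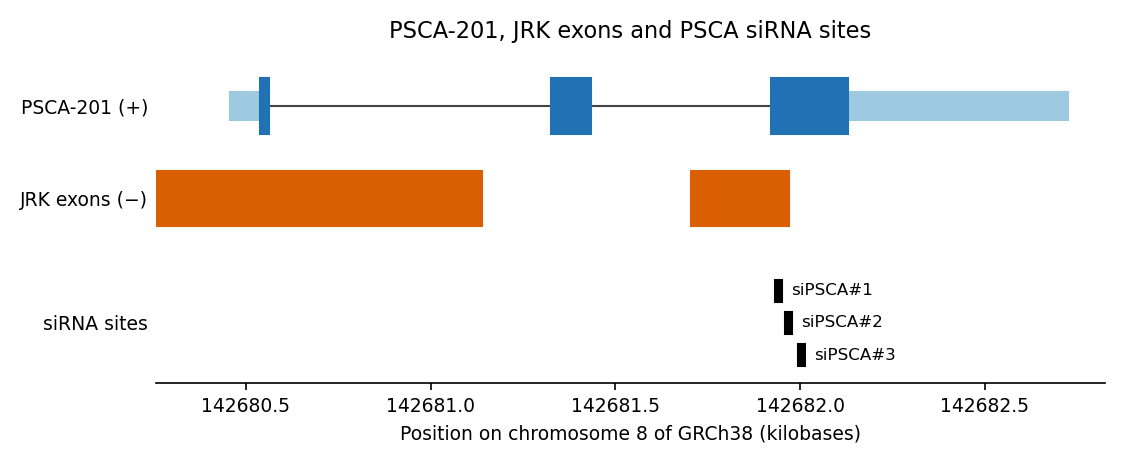
Map of PSCA-201, the exons of JRK and the PSCA siRNA sites along chromosome 8 of GRCh38, in kilobases. Light blue boxes are exons of PSCA-201, dark blue boxes its coding sequence, orange boxes stretches of JRK exons in the same region and black boxes the siRNA sites, all 3 of which fall in exon 3.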

All plasmids were purified with endotoxin-free extraction kits prior to transfection to avoid cytotoxicity.

Three-day cultured CR-CSC tumor spheres were digested into single-cell suspensions. Cells were counted and seeded in six-well plates at a density of (1.0 × 10^6^) cells/well with antibiotic-free CR-CSC medium. Transfection was conducted using Hieff Trans™ Liposomal Transfection Reagent (Yeasen, Shanghai, China) in accordance with the manufacturer’s protocol. To elaborate, siRNA fragments or plasmid DNA, together with liposome transfection reagent, were diluted separately with Opti-MEM medium. After uniform mixing and 5 min standing at room temperature to form transfection complexes, the mixture was slowly added to cell layers. Cells were incubated at 37 °C under 5% CO_2_ and harvested 48 h later for subsequent experiments. The experimental groups were set as follows: Blank group, cells without siRNA and transfection reagent; Mock group, cells treated with transfection reagent only without siRNA or plasmid; NC group, cells transfected with transfection reagent plus negative control siRNA (for knockdown) or empty pc-DNA3.1 plasmid and pc-DNA3.1-PSCA plasmid (for overexpression).

### 2.4. Cell Proliferation

#### 2.4.1. MTS Assay

Cell proliferation was quantified using a commercial MTS assay kit purchased from Promega Corporation (Madison, WI, USA). In brief, cells treated with siRNA or plasmids following the protocol in Section 2.3 were resuspended and evenly planted into 96-well plates at 1.0 × 10^4^ cells per well using antibiotic-free CRC-SC medium. Six duplicate wells were set for each group to minimize experimental deviation. After 48 h of routine incubation at 37 °C and 5% CO_2_, 20 μL MTS working solution was added to each well. The plates were incubated for an additional 2 h in the incubator protected from light. The absorbance value (OD value) of each well was recorded at a wavelength of 450 nm using a microplate reader to reflect relative cell viability and proliferation capacity.

#### 2.4.2. Colony Formation Assay

Transfected single-cell suspensions were counted, and 1.0 × 10^3^ viable cells were inoculated into each 6 cm culture dish with 5 mL RPMI 1640 medium (Gibco, Thermo Fisher, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (FBS, Gibco, Thermo Fisher). Cells were maintained in a humidified incubator at 37 °C with 5% CO_2_. The full culture medium was replaced with fresh medium every 3 days to sustain cell growth. After continuous culture for 14 days, visible cell colonies were formed. The culture medium was discarded, and cells were washed gently with pre-cooled phosphate-buffered saline (PBS). Cells were fixed with 4% paraformaldehyde (Biosharp, Hefei, China) at room temperature for 15 min, followed by rinsing with PBS again. Fixed colonies were stained with 1% crystal violet solution (Solarbio Life Sciences, Beijing, China) for 10 min. Excess staining solution was washed off with running water, and plates were air-dried naturally for subsequent colony counting and imaging analysis.

### 2.5. Pharmacological Rescue of ERK1/2 Activity

Tert-butyl hydroquinone (TBHQ, MedChemExpress, Monmouth Junction, NJ, USA) was utilized as a specific activator of ERK1/2 phosphorylation in this study. At 6 h after cell transfection, a final concentration of 60 µM TBHQ was added to the cell culture medium. The cells were continuously cultured for another 42 h under standard incubator conditions (37 °C, 5% CO_2_) to complete ERK1/2 pathway activation and then harvested for subsequent functional and molecular detection experiments.

### 2.6. Cell Apoptosis

Cell apoptotic rates were quantitatively detected at 48 h post-transfection using the FITC-Annexin V/PI apoptosis detection kit (Becton Dickinson and Company, San Diego, CA, USA). Simply put, roughly 1.0 × 10^5^ cells were collected from every group. Cell precipitates were washed twice with pre-cooled 1× PBS to eliminate residual culture medium and cell fragments. Cells were resuspended in binding buffer and double-stained with 5 μL FITC-Annexin V and 5 μL PI working fluid. After incubation for 15 min at room temperature in the dark, cell apoptosis was analyzed by flow cytometry within 1 h to ensure the accuracy of fluorescence signals. All apoptosis experiments were repeated at least three times independently.

### 2.7. Cell Invasion

Cell invasive ability was evaluated using 8 μm pore-size Transwell invasion chambers (Corning, Corning, NY, USA) pre-coated with uniform Matrigel matrix (Becton Dickinson and Company, San Diego, CA, USA). Prior to seeding, transfected cells were starved in serum-free DMEM/F12 medium. Then, 1.0 × 10^5^ cells suspended in 100 μL serum-free DMEM/F12 medium were added to the upper compartment of chambers. Meanwhile, 500 μL DMEM/F12 complete medium containing 10% FBS was poured into the lower chamber to serve as chemotactic inducer. After 48 h of routine culture, the non-invasive cells remaining on the upper membrane surface were gently wiped off. The invasive cells on the lower membrane were fixed and stained with crystal violet solution (Solarbio Life Sciences, Beijing, China). For quantitative analysis, three random and independent visual fields per chamber were photographed under a microscope, and the number of invasive cells was counted for statistical analysis. All invasion assays were performed in triplicate.

### 2.8. RNA-Seq and Bioinformatics Analysis

#### 2.8.1. RNA-Seq

Cells transfected with negative control siRNA and PSCA siRNA were collected separately, and TRIzol reagent (Invitrogen) was adopted to extract total RNA following official product instructions. RNA integrity and purity were detected before constructing sequencing libraries. Sequencing libraries were built using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB; Ipswich, MA, USA), and unique index barcodes were added to each sample for read classification. Cluster amplification was performed on a cBot Cluster Generation System with the TruSeq PE Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA), followed by paired-end RNA sequencing on the Illumina platform.

All raw RNA-seq sequencing data generated in this study have been deposited into the NCBI Gene Expression Omnibus (GEO) database under accession number GSE337374, which is publicly accessible for further validation.

#### 2.8.2. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Enrichment Analyses

Differentially expressed genes (DEGs) between the NC and siPSCA groups were subjected to GO enrichment analysis with the clusterProfiler R package. GO entries are divided into three categories: biological process (BP), cellular component (CC), and molecular function. GO terms with *p* < 0.05 and log_2_∣FC∣ > 0.5 were regarded as significantly enriched.

The Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg/ (accessed on 23 September 2022)) database was used to perform enrichment analysis of DEGs between the two groups via the clusterProfiler R package (R version 4.2.1). KEGG pathways with *p* < 0.05 and log_2_∣FC∣ > 0.5 were defined as significantly enriched pathways.

### 2.9. Western Blotting

Total cellular protein of each experimental group was extracted with RIPA lysis buffer (DINGGUO, Beijing, China) pre-mixed with fresh protease inhibitor cocktail (Beyotime Biotechnology, Shanghai, China). Protein samples with consistent loading quantity were separated via SDS-PAGE gel electrophoresis and electrically transferred onto PVDF membranes. Membranes were sealed with 5% skim milk without fat at room temperature for one hour to block non-specific binding sites. The membranes were then incubated overnight at 4 °C with primary antibodies against target proteins, including anti-PSCA (Abcam), anti-BRAF, anti-pBRAF, anti-ERK1/2, anti-pERK1/2 (Cell Signaling Technology), and anti-GAPDH (Beyotime Biotechnology) as a loading control, all at a dilution of 1:1000. After extensive washing with TBST, the membranes were incubated with horseradish peroxidase (HRP)-conjugated anti-rabbit IgG secondary antibody (1:2000, Beyotime Biotechnology) for 1 h at 25 °C. Protein bands were visualized using an enhanced chemiluminescence (ECL) detection reagent (Yeasen, Shanghai, China) and imaged with a Tanon Imaging System (Tanon, Shanghai, China). All Western blot experiments were independently repeated at least three times (biological replicates).

### 2.10. Animals

Six-week-old SPF-grade male BALB/c nude mice without thymus were bought from Beijing HFK Bioscience Co., Ltd., Beijing, China. Animals were raised in standardized SPF animal rooms, where temperature stayed steady at 22–25 °C with a 12 h light–dark shift. Sterile water and conventional mouse feed were supplied freely during the whole experiment. All animal operations and in vivo experimental schemes followed the unified animal welfare standards authorized by the Animal Care Committee of Jilin University (Ethics Certificate No. 20210065).

For the in vivo xenograft experiment, mice were randomly divided into three experimental groups, including a Blank group, NC group, and siPSCA group, with 5 mice per group to ensure biological reproducibility.

### 2.11. Xenograft Assay

All animal experiments were carried out in compliance with the protocols approved by the institutional animal care and use committee. For the in vivo subcutaneous xenograft tumor model, 5.0 × 10^5^ HCT116 stem cells (HCT116SCs) were resuspended in sterile phosphate-buffered saline (PBS) and subcutaneously injected into the right flank of each BALB/c nude mouse. When the subcutaneous tumor volume reached approximately 50 mm^3^, mice with uniform tumor size were randomly assigned into two groups. Intratumoral injection of NC siRNA or PSCA siRNA was performed three times per week for a continuous three weeks.

The body weight of each mouse and tumor dimensions were measured every other day at a fixed time point. Tumor volume was calculated using the formula V = (a × b^2^)/2, where a represents the maximum tumor length and b represents the maximum tumor width measured by a digital caliper.

### 2.12. Histological Staining and Histomorphological Analysis

Tumor tissues separated from xenograft mice were fixed in 4% paraformaldehyde immediately, followed by standard dehydration and paraffin embedding to make tissue wax blocks. Continuous paraffin slices with a thickness of 4 μm were prepared for hematoxylin-eosin (HE) and immunohistochemistry (IHC) staining.

For HE staining: Tissue sections were deparaffinized in xylene and rehydrated through a graded ethanol series. After hematoxylin nuclear staining and eosin cytoplasmic counterstaining, sections were dehydrated, cleared, and mounted for microscopic observation.

For IHC staining: Deparaffinized and rehydrated sections were treated with 3% H_2_O_2_ for 30 min at room temperature to block endogenous peroxidase activity. Antigen retrieval was performed by microwave heating in 10 mM citrate buffer (pH 6.0) for 15 min, and then sections were cooled naturally to room temperature. After blocking non-specific binding sites, slides were incubated overnight at 4 °C with primary antibodies diluted at 1:100, including PSCA (Abcam), pERK1/2, Ki67, Bcl-2, Bax, caspase-3, caspase-7, E-cadherin, N-cadherin, vimentin, and ZEB1 (CST). The next day, sections were incubated with biotin-conjugated secondary antibody and streptavidin working solution sequentially. DAB Horseradish Peroxidase Color Development Kit (Beyotime Biotechnology) was applied for chromogenic reaction under visual monitoring. All stained slices were counterstained with hematoxylin, dehydrated, and sealed for image acquisition and quantitative analysis.

### 2.13. Statistical Analysis

GraphPad Prism 9.5.1 (GraphPad Software, San Diego, CA, USA) was used for all statistical evaluations. All quantitative data were expressed as mean ± SEM. The Shapiro–Wilk test was utilized to assess the normal distribution of each dataset prior to parametric statistical comparison. Only data with normal distribution were analyzed by two-tailed Student’s *t*-test and two-way analysis of variance (ANOVA), which supports the rational application of parametric tests in this work. Quantitative information, including biological replicates of cellular experiments and the exact number of mice in each xenograft group, has been clearly described in the corresponding method subsections above. Differences with *p* < 0.05 were considered statistically significant.

## 3. Results

### 3.1. PSCA Expression in CRC and Isolation, Identification of CRC-SCs

We utilized the online Kaplan–Meier Plotter survival database (https://kmplot.com/analysis/ (accessed on 21 May 2023)) to systematically investigate the clinical correlation between PSCA expression and long-term survival outcomes among human colorectal cancer patients. Our bioinformatic analysis clearly demonstrated that aberrantly elevated PSCA expression is tightly associated with unfavorable clinical prognosis in CRC cohorts. Specifically, patient subgroups with high PSCA expression displayed remarkably worse overall survival, relapse-free survival, and post-progression survival curves when compared to patients carrying low PSCA levels (Figure 1A). Subsequently, we performed Western blot detection to quantify endogenous PSCA protein abundance across a panel of common CRC cell lines. The detection results illustrated that PSCA expression reached the highest level in HCT116 cells, while SW620 cells presented the lowest endogenous PSCA expression (Figure 1B).

To further characterize the endogenous expression profile of PSCA in colorectal cancer stem cells (CRC-SCs), we isolated CRC-SC subpopulations from wild-type HCT116 and SW620 cells by magnetic-activated cell sorting (MACS) using CD44 and CD326 as surface markers [46,47,48], designated as HCT116SCs and SW620SCs, respectively. Flow cytometry was performed to quantitatively assess the proportion of CD44^+^CD326^+^ cells in the sorted populations. The results confirmed that the proportion of CD44^+^CD326^+^ cells was significantly higher in the sorted CRC-SC groups than in the unsorted parental CRC cells, indicating the successful isolation of CRC-SC subpopulations via MACS (Figure 1F).

Following four consecutive days of serum-free in vitro incubation, the purified CRC-SCs spontaneously formed round, compact tumor spheres under suspension culture conditions (Figure 1C). Notably, even a single isolated HCT116SC or SW620SC cell possessed sufficient self-renewal capacity to independently develop an intact, viable tumor sphere (Figure 1D). Moreover, the primary tumor spheres generated from HCT116SCs and SW620SCs retained intact multi-lineage differentiation potential and were able to convert into adherent epithelial tumor cells under appropriate adherent induction culture (Figure 1E). In parallel, quantitative Western blotting experiments further verified that the protein expression of canonical stemness markers (c-Myc, Nanog, Sox-2, and Oct-4) was significantly upregulated in both types of CRC-SCs when matched with their corresponding parental cell lines (Figure 1G).

### 3.2. PSCA Is Highly Expressed in CRC-SCs and Modulates Stemness-Associated Transcription Factors

To clarify the differential expression pattern of PSCA between colorectal cancer bulk cells and their corresponding stem cell subpopulations, we performed Western blotting to quantify endogenous PSCA protein levels in paired HCT116 parental cells and HCT116SCs. Quantitative gray-scale analysis of blotting bands revealed that the protein abundance of PSCA was remarkably and statistically higher in HCT116SCs than in conventional adherent HCT116 cells (Figure 2A). Parallel Western blotting detection was also conducted using SW620 parental cells and sorted SW620SCs, which yielded consistent results: SW620SCs exhibited markedly elevated PSCA expression compared with unsorted SW620 cells (Figure 2B).

We next made a direct comparison of PSCA expression between the two CRC stem cell lines. The quantitative immunoblot data showed that HCT116SCs possessed significantly stronger PSCA protein signals than SW620SCs (Figure 2C). Collectively, these expression differences implied that PSCA may exert critical regulatory functions in maintaining the malignant stem-like characteristics of CRC-SCs. Accordingly, we constructed two sets of cell models to explore the biological function of PSCA: PSCA knockdown models in HCT116SCs and PSCA overexpression models in SW620SCs.

Three independent siRNA sequences targeting PSCA (siPSCA1, siPSCA2, siPSCA3) were separately transfected into HCT116SCs, with Blank, Mock-transfected, and negative control (NC) groups set as parallel controls. Western blotting was performed to detect PSCA and stemness transcription factors (c-Myc, Oct-4, Nanog, and Sox-2) protein levels. The band quantification results illustrated that all three siPSCA fragments effectively suppressed endogenous PSCA expression; meanwhile, the expression of the four stemness-related transcriptional regulators was synchronously and significantly decreased relative to all three control groups (Figure 2D,E).

For gain-of-function verification, the overexpression plasmid pc-DNA3.1-PSCA (abbreviated as pc-PSCA) and empty vector pc-DNA3.1 were separately delivered into SW620SCs. Immunoblotting results validated that ectopic PSCA overexpression successfully boosted PSCA protein abundance. Correspondingly, the expression of c-Myc, Oct-4, Nanog, and Sox-2 was simultaneously upregulated in the pc-PSCA group versus the empty vector control group (Figure 2F,G). Taken together, these loss- and gain-of-function assays demonstrated that PSCA positively regulates the expression of key stemness transcription factors in CRC-SCs.

### 3.3. PSCA Modulates the Stemness of CRC-SCs, Encompassing Their Proliferation, Invasion, and Apoptosis

As demonstrated in the above immunoblotting results, silencing endogenous PSCA in HCT116SCs markedly suppressed the expression levels of core stemness transcription factors. To further elaborate the functional influence of PSCA depletion on multiple malignant stem-like phenotypes of HCT116SCs, we systematically examined three key biological characteristics closely associated with tumor stemness, namely cell proliferative activity, apoptotic level, and cellular invasive potential.

Quantitative detection via MTS colorimetric viability assay and plate colony formation assay consistently displayed that the proliferative activity of HCT116SCs was remarkably impaired upon PSCA knockdown relative to the Blank, Mock, and NC control groups (Figure 3A,B). Flow-cytometry-based Annexin V/PI double staining was subsequently applied to quantitatively measure cellular apoptosis. Statistical analysis of flow cytometric data uncovered a prominent elevation in the overall apoptotic level of HCT116SCs after PSCA silencing compared with all control counterparts (Figure 3C). Matrigel-precoated Transwell invasion chambers were next utilized to evaluate cell invasive ability. Manual counting of stained penetrating cells under a microscope verified that PSCA knockdown substantially weakened the invasive capacity of HCT116SCs (Figure 3D).

To reciprocally validate the positive regulatory role of PSCA on CRC-SC stemness, we constructed a PSCA overexpression cell model in SW620SCs and detected changes in cell proliferation, apoptosis, and invasive capacity. MTS and colony formation assays illustrated that forced exogenous overexpression of PSCA significantly accelerated the proliferative rate of SW620SCs when compared with cells transfected with blank pc-DNA3.1 empty vector control (Figure 3E,F). In contrast, flow cytometric apoptosis detection suggested no obvious statistical discrepancy in overall apoptotic levels between the PSCA-overexpressing group and empty vector control group (Figure 3G). This phenomenon may be attributed to the inherently low basal apoptotic level of wild-type SW620SCs, leaving limited room for further anti-apoptotic improvement upon exogenous PSCA overexpression. Meanwhile, Transwell invasion tests confirmed that ectopic PSCA expression dramatically strengthened the invasive capability of SW620SCs versus empty vector control cells (Figure 3H).

### 3.4. PSCA Modulates the Stemness of CRC-SCs Through the MAPK Signaling Pathway

To explore the mechanism by which PSCA downregulation affects CRC-SCs, RNA sequencing was performed on HCT116SCs transfected with siPSCA or NC siRNA. 

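HCT116SCs, the CD44+CD326+ cells sorted from the colorectal cancer line HCT116, were transfected with NC siRNA (n = 3 libraries) or siPSCA (n = 3 libraries) and harvested after 48 h. The paper's text does not name the siPSCA sequence that was used for RNA sequencing. The deposited table gives FPKM values, in which reads per gene are divided by gene length and by a library total, for 58735 genes in each library, and the paper's text names neither the aligner nor the counting program. Multiplied by gene length, 100% of the values in each library were whole multiples of one step, so the number of reads on each gene could be recovered. Reads on genes numbered 16145977, 16884838 and 16682154 in NC 1, NC 2 and NC 3 (median 16682154) and 16099716, 16770355 and 17302219 in siPSCA 1, siPSCA 2 and siPSCA 3 (median 16770355). At this depth a single read on a gene of 1 kilobase gave an FPKM between 0.0549 and 0.0595. Without molecular identifiers, limits derived from read numbers cover counting error only. The mitochondrial genome took 6.33% to 7.95% of the reads.
For the comparison of siPSCA with NC, the linear model of limma with moderated variances was fitted to log2(FPKM + 1) for the 13796 genes with a mean FPKM of at least 1 over the 6 libraries, 11079 of them protein-coding. The 2-sided p-values were adjusted over these genes by the method of Benjamini and Hochberg. For a single gene, 3 libraries against 3 cannot give an exact permutation p below 0.1. The first principal component separated the groups and held 69.3% of the variance. NC 3 lay farther from NC 1 and NC 2 than these lay from each other, and its difference from them followed the GC content of the genes (Spearman correlation across genes -0.56, where genes are not independent replicates).
PSCA lay below the FPKM minimum and was therefore taken from the same model without it. Its reads numbered 4, 12 and 15 in the NC libraries and 9, 9 and 7 in the siPSCA libraries, so the reads of PSCA do not tell the libraries apart and the groups follow the sample labels. The FPKM of PSCA was 0.340 ± 0.185 (SD, n = 3) in NC and 0.269 ± 0.0448 (SD, n = 3) in siPSCA, with a log2 fold change of -0.07 (standard error 0.12, adjusted p = 0.728 from limma). An exact permutation test of the FPKM values gave p = 0.5 (2-sided). From the summed reads, 31 against 25, the ratio of siPSCA to NC was 0.784, with an exact binomial 95% confidence interval of 0.444 to 1.37. Left out in turn, single libraries moved the log2 fold change of PSCA between -0.18 without NC 1 and 0.01 without NC 3. JRK, whose exons overlap those of PSCA on the other strand, had an FPKM of 2.99 ± 0.206 (SD, n = 3) in NC and 3.80 ± 0.0778 (SD, n = 3) in siPSCA, and the paper's text does not state whether the counting was strand-specific.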

Differentially expressed genes (DEGs) were identified and subjected to GO and KEGG enrichment analyses. 

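Among the genes tested, 7001 (50.75%) had an adjusted p-value under 0.05, with 3668 higher and 3333 lower in siPSCA. With the thresholds that the methods print for enriched terms applied to genes, an unadjusted p under 0.05 and a log2 fold change beyond 0.5 in either direction, there were 3434 DEGs (24.89%), of which 2027 were higher and 1407 lower. Of these DEGs, 3283 also met the adjusted threshold. The siPSCA values all lay on one side of the NC values for 8894 genes (64.47%), where chance gives 10%. A log2 fold change beyond 1 was reached by 574 genes with an unadjusted p under 0.05, the alternative that moved the number of DEGs most. Without siPSCA 1, the number with an adjusted p-value under 0.05 was 4627.
Among protein-coding genes whose groups did not overlap, the 5 with the largest rise past the adjusted threshold were FTH1, CYP1A1, TMEM238, C4orf48 and CTSD, and the 5 with the largest fall were P4HA1, BHLHE40, C4orf47, ENO2 and SLC2A3. CYP1A1, on chromosome 15 from 74719542 to 74725610, rose from an FPKM of 1.78 ± 0.0228 (SD, n = 3) to 21.3 ± 1.23 (SD, n = 3), a log2 fold change of 3.00 (standard error 0.06, adjusted p = 1.45e-05 from limma). P4HA1, on chromosome 10 from 73007217 to 73096974, fell from 136.5 ± 11.0 (SD, n = 3) to 16.2 ± 0.396 (SD, n = 3), a log2 fold change of -2.99 (standard error 0.07, adjusted p = 1.45e-05 from limma). The log2 fold change of FTH1 was 3.28, with 3592, 2981 and 798 reads in the NC libraries. TMEM238, C4orf48 and CTSD had log2 fold changes of 2.43, 2.06 and 1.91, and those of BHLHE40, C4orf47, ENO2 and SLC2A3 were -2.58, -2.40, -2.21 and -2.19.
The fold changes followed the base composition of the genes. Across the 13792 genes with a GC value (99.97%), the Spearman correlation of the log2 fold change with GC content was 0.664, and that with gene length was -0.0944. Genes past the adjusted threshold that rose had a median GC content of 57.53% and those that fell 41.15%. When the trend on GC content and length was removed from each library, a step chosen after seeing the data, 5460 genes passed the adjusted threshold, of which 3670 had also passed before, and 1573 genes met the thresholds of p and fold change, of which 1021 had also met them before.

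**Figure D2:**
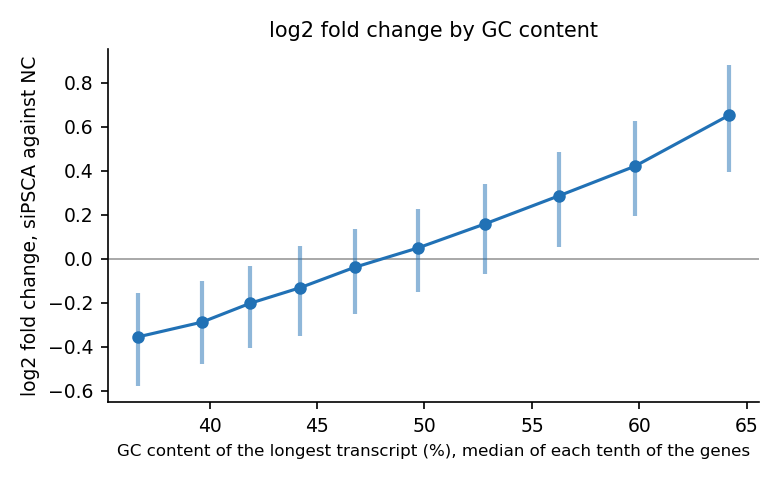
Median log2 fold change of siPSCA against NC in 10 groups of tested genes of equal size, ordered by GC content. Points are medians and vertical lines run from the first to the third quartile; the median rises from -0.36 in the group with the lowest GC content to 0.65 in the group with the highest.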

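Adhesion genes were examined with lists written by hand, because the GO release behind the paper's analysis was not at hand. Of 192 genes listed for focal adhesions, 135 were tested and 41 (30.37%) were DEGs by p and fold change. The odds ratio against the other tested genes was 1.32 (one-sided Fisher's exact test, p = 0.0859, adjusted p = 0.487 over the 13 lists). Of the 41, 26 were higher and 15 lower in siPSCA. By the adjusted p-value alone, 88 focal adhesion genes passed, 92 when adjusted over the list alone. With these 88 genes as the called genes the odds ratio was 1.83, past the adjusted threshold. An unfiltered test and a background of every gene with a read moved it most, to 2.34 and 2.55. Both let genes with too few reads to be called into the comparison. The odds ratio was 0.885 beyond a log2 fold change of 1 and 1.121 after removal of the GC trend, neither past the threshold.
Of 84 genes listed for adherens junctions, 67 were tested and 18 (26.87%) were DEGs, 8 higher and 10 lower (odds ratio 1.11, one-sided Fisher's exact test, adjusted p = 0.699). Adjusted p-values under 0.05 were reached by 41 of them, 42 when adjusted over the list alone. The odds ratio fell below 1 with a pseudocount of 0.1 (0.869), with TPM (0.911), with limma-voom on the recovered reads (0.966) and beyond a log2 fold change of 1 (0.348), and it passed the adjusted threshold without the FPKM minimum (2.30) and against a background of every gene with a read (2.58).
The median log2 fold change was 0.02 for the focal adhesion list, with 69 genes up and 66 down, and -0.09 for the adherens junction list, with 27 up and 40 down. Without NC 3 these medians were 0.04 and -0.06. Neither list passed camera, limma's test of a list's direction (adjusted p = 0.999 and 0.215). Under fry, its rotation test, the adherens junction list passed and the focal adhesion list did not. CDH1, which encodes E-cadherin and lies on chromosome 16 from 68737225 to 68835548, had an FPKM of 30.1 ± 2.04 (SD, n = 3) in NC and 19.5 ± 0.610 (SD, n = 3) in siPSCA (log2 fold change -0.60, standard error 0.06, adjusted p = 0.00134 from limma). Among focal adhesion genes chosen after their values were seen, ITGA2 had a log2 fold change of -1.05, ROCK1 of -0.83 and SDC1 of 1.22.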

GO analysis revealed significant enrichment of these DEGs in cellular components associated with focal adhesions, cell-substrate junctions, and adherens junctions (Figure 4A). Additionally, KEGG analysis showed that these DEGs were primarily enriched in the MAPK signaling pathway (Figure 4B). 

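A hand-written list of 299 genes of the MAPK signaling pathway stood in for the KEGG release. Of its members 279 had a read in some library, 193 were tested and 60 (31.09%) were DEGs by p and fold change, 36 higher and 24 lower in siPSCA. The odds ratio was 1.37 and the enrichment 1.25 (one-sided Fisher's exact test, p = 0.0294, adjusted p = 0.383). By this unadjusted p the list ranked first of the 13 lists set before the data were examined. It passed the adjusted threshold when genes with an adjusted p-value under 0.05 were called (60.62% of the list, odds ratio 1.503). It also passed without the FPKM minimum (odds ratio 2.27) and against a background of every gene with a read (odds ratio 2.50). The list did not pass beyond a log2 fold change of 1 (odds ratio 0.996) or after removal of the GC trend (odds ratio 1.159). Adjusted over the list alone, 120 of its genes passed. Across the list the direction was mixed, with 101 genes up and 92 down and a median log2 fold change of 0.06 (camera, adjusted p = 0.999). The median was 0.01 without NC 3. After removal of the trend on GC content and length it was -0.08, and the list then passed the adjusted threshold.
The genes of the ERK cascade moved in different ways. BRAF (chromosome 7, 140719327 to 140924928) had an FPKM of 3.39 ± 0.417 (SD, n = 3) in NC and 2.18 ± 0.260 (SD, n = 3) in siPSCA, a log2 fold change of -0.46 (standard error 0.10, adjusted p = 0.0116 from limma), which was -0.06 after removal of the GC trend. MAP2K1 (chromosome 15, 66386817 to 66492312) went from 15.1 ± 0.651 to 10.7 ± 0.511 (SD, n = 3 each), a log2 fold change of -0.46 (standard error 0.06, adjusted p = 0.00198 from limma). For MAPK3 the log2 fold change was 0.13, within the spread of the replicates (adjusted p = 0.114 from limma), and -0.42 after removal of the GC trend.
DUSP4 (chromosome 8, 29333064 to 29350668) encodes a phosphatase of the ERK cascade and had an FPKM of 48.6 ± 2.76 (SD, n = 3) in NC and 50.7 ± 0.565 (SD, n = 3) in siPSCA. Its log2 fold change was 0.06 (standard error 0.05, adjusted p = 0.384 from limma), 0.01 without NC 3, and -0.03 after removal of the GC trend. An exact permutation test of its FPKM values gave p = 0.2. DUSP6, another phosphatase of this cascade, fell by 0.72 on the log2 scale, from 152 ± 5.47 to 92.0 ± 1.60 (SD, n = 3 each), with an adjusted p of 0.000408 from limma. DUSP4, DUSP5 and DUSP6 are also on the hand-written list of ERK-responsive transcripts, so a fall may equally follow lower ERK activity. Of its 19 genes, 10 were lower and 3 higher past the adjusted threshold. The list did not pass camera (median log2 fold change -0.18, adjusted p = 0.215), but passed under fry and after removal of the GC trend. DUSP5 had a log2 fold change of -0.22 (adjusted p = 0.0310 from limma), which did not pass the threshold in 5 of the 6 fits that each left out one library, and which was -0.53 and past the threshold after removal of the GC trend. Of the 10 DUSP genes drawn in Supplementary Figure S1B, listed here as ERK phosphatases, 5 rose and 5 fell. The adjusted threshold was passed by 5, both over all genes and adjusted over the list alone. The list does not sort them by the kinases they act on, so this tally does not measure ERK dephosphorylation. DUSP2, DUSP8 and DUSP9 rose by 0.87, 0.60 and 0.60, and after removal of the GC trend their log2 fold changes were 0.22, -0.08 and -0.14. DUSP2 no longer passed without siPSCA 1 or siPSCA 2, nor did DUSP9 without NC 2 or any single siPSCA library.
The paper states that the DEGs were primarily enriched in this pathway (Figure 4B) and from there turns to the phosphorylation of BRAF and of the kinases downstream of it.

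**Figure D3:**
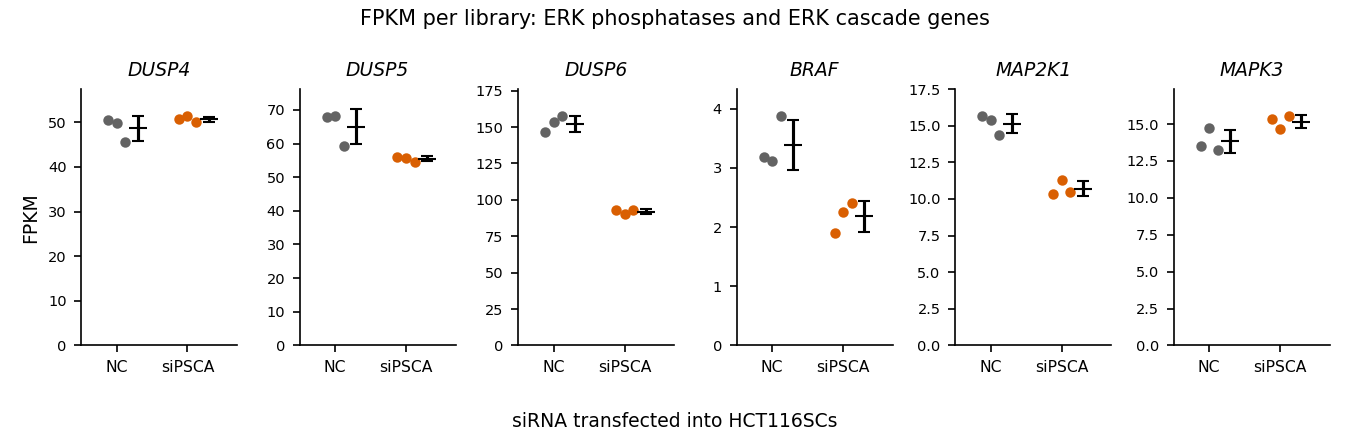
FPKM of 3 ERK phosphatases (DUSP4, DUSP5, DUSP6) and of BRAF, MAP2K1 and MAPK3 in HCT116SCs transfected with NC siRNA or siPSCA. Points are single libraries, black bars the mean and SD (n = 3), and each vertical axis starts at 0; DUSP6, DUSP5, BRAF and MAP2K1 are lower in every siPSCA library than in every NC library.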

Western blotting further revealed that the phosphorylation levels of BRAF and ERK1/2 (key components in the MAPK pathway) were decreased after PSCA knockdown (Figure 4C). Conversely, PSCA overexpression in SW620SCs significantly increased p-BRAF and p-ERK1/2 levels (Figure 4D). These findings indicated that PSCA acts upstream of the MAPK pathway.

To further confirm the regulatory effect of PSCA on the MAPK signaling pathway, rescue experiments were performed using tert-butylhydroquinone (TBHQ), an ERK1/2 activator. Western blotting results exhibited that TBHQ treatment partially reversed the decrease in p-ERK1/2 induced by PSCA knockdown (Figure 4E) and partially restored the reduced proliferation and invasion capacities (Figure 4F,H). Similarly, TBHQ attenuated the increased apoptotic rate caused by PSCA knockdown (Figure 4G). Collectively, these results demonstrate that PSCA regulates the proliferation, apoptosis, and invasion of CRC-SCs via the MAPK/ERK signaling pathway.

Furthermore, DUSP4 was predicted to interact with both PSCA and ERK1/2 in the GeneMANIA database (http://genemania.org) (Supplementary Figure S1A). KEGG database analysis (https://www.kegg.jp/, accessed on 9 July 2026) further indicated that DUSP4 dephosphorylates and thereby inactivates ERK1/2 (Supplementary Figure S1B), suggesting that DUSP4-mediated ERK1/2 inactivation may underlie PSCA’s regulatory effect on the signaling pathway.

Further investigation revealed that PSCA regulates DUSP4 expression: Western blotting results demonstrated PSCA knockdown significantly upregulated DUSP4 expression (Supplementary Figure S2A), whereas PSCA overexpression downregulated DUSP4 (Supplementary Figure S2B). These results suggest that PSCA may regulates ERK1/2 phosphorylation through DUSP4.

### 3.5. siPSCA-Mediated Suppression of CRC Xenograft Tumor Progression

In vivo xenograft tumor models were established using HCT116-derived colorectal cancer stem cells (CR-CSCs) to clarify the functional role of PSCA knockdown in regulating CRC tumor progression. Consistent with the in vitro phenotypic changes, the in vivo tumor growth curve showed that the tumor growth rate in the siPSCA intervention group was markedly slower than that in the Blank and NC control groups during the entire observation period. After continuous treatment, the final tumor volume and tumor weight of xenografts in the siPSCA group were significantly decreased compared with those in the two control groups (Figure 5A,B), indicating that PSCA silencing effectively inhibits CR-CSC-derived tumor proliferation in vivo.

Survival analysis of tumor-bearing mice further demonstrated the protective effect of PSCA knockdown. All mice in the Blank and NC control groups died within the 60-day observation period. The siPSCA-treated mice exhibited a significantly prolonged survival time compared with the control mice (Figure 5C). Additionally, no significant differences in body weight were observed among the Blank, NC, and siPSCA groups throughout the animal experiment (Figure 5D), confirming that intratumoral siPSCA intervention possessed good biosafety and did not cause obvious systemic toxicity in nude mice.

Histopathological morphological changes of xenograft tumors were further observed via HE staining. Tumor tissues from the Blank and NC groups exhibited typical malignant pathological characteristics, including large and hyperchromatic nuclei, minimal cytoplasmic volume, dense and orderly tumor cell arrangement, and rare necrotic areas. In comparison, tumor tissues in the siPSCA group displayed obvious malignant phenotypic regression: tumor cells were loosely arranged with disordered tissue structure, accompanied by widespread nuclear pyknosis, nuclear fragmentation, and cytoplasmic vacuolation. In addition, increased inflammatory cell infiltration and large-scale necrotic lesions were extensively observed in siPSCA-treated tumor tissues (Figure 5E), suggesting that PSCA knockdown triggers tumor cell necrosis and suppresses the malignant proliferation of xenograft tumors.

IHC staining was performed to further verify the molecular regulatory mechanism of siPSCA in vivo. The results revealed that the protein expression level of PSCA was prominently downregulated in the siPSCA group, confirming the stable knockdown efficiency of PSCA in xenograft tumor tissues. Mechanistically, the phosphorylation level of ERK1/2 (pERK1/2), the core effector of the MAPK signaling pathway, was significantly decreased after PSCA silencing, whereas the expression of pERK1/2 dephosphorylation regulator DUSP4 was markedly upregulated (Figure 5F). Correspondingly, the expression of the proliferation biomarker Ki-67 was significantly reduced in the siPSCA group, indicating that PSCA knockdown efficiently represses in vivo tumor proliferative activity.

Furthermore, the apoptosis-related protein expression pattern was distinctly altered following PSCA inhibition. The expression of the anti-apoptotic protein Bcl-2 was significantly downregulated in siPSCA tumor tissues. In contrast, the levels of pro-apoptotic proteins, including Bax, cleaved-caspase-3, cleaved-caspase-7, and cleaved-caspase-9, were significantly elevated in the siPSCA group (Figure 5G), demonstrating that PSCA silencing facilitates tumor cell apoptosis in vivo.

Moreover, the EMT phenotype of xenograft tumors was notably suppressed after PSCA knockdown. IHC results showed that the expression of the epithelial marker E-cadherin was significantly upregulated in the siPSCA group. Meanwhile, the mesenchymal markers N-cadherin and vimentin and the EMT transcription factor ZEB1 were significantly downregulated (Figure 5H), indicating that siPSCA effectively blocks EMT progression and further restrains the invasive and metastatic potential of CRC xenograft tumors.

In summary, consistent with the in vitro findings, in vivo xenograft experiments confirmed that PSCA knockdown suppresses CR-CSC tumor growth, induces tumor necrosis and cell apoptosis, inhibits cell proliferation and EMT progression, and prolongs the survival of tumor-bearing mice via negative regulation of the MAPK signaling pathway. Collectively, these results demonstrate that PSCA acts as a critical oncogenic regulator during CRC progression.

## 4. Discussion

Genes belonging to the Ly6 family are localized on chromosome 8q24.3, a genomic region that frequently undergoes amplification of human oncogenes [26]. 

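Of the Ly6 genes named in the paper, LY6K lies on chromosome 8 of GRCh38 from 142700111 to 142705127, LYNX1 from 142771197 to 142777810, LY6D from 142784880 to 142786592 and LY6E from 143017982 to 143023832. In the RNA sequencing of HCT116SCs, LY6E had an FPKM of 51.9 ± 14.9 (SD, n = 3) with NC siRNA and 79.7 ± 1.87 (SD, n = 3) with siPSCA, a log2 fold change of 0.65 (standard error 0.21, adjusted p = 0.0425 from limma). LYNX1 had 0.784 ± 0.373 and 1.53 ± 0.125 (SD, n = 3 each), a log2 fold change of 0.53 (standard error 0.18, adjusted p = 0.0461 from limma). Both differences vanished after removal of the trend on GC content, with log2 fold changes of -0.02 and -0.10. Without NC 3 they were 0.39 and 0.34, and neither gene passed the adjusted threshold when any single siPSCA library was left out. LY6D had 0, 0 and 1 reads with NC siRNA and 8, 8 and 2 with siPSCA, more in each siPSCA library than in each NC library (adjusted p = 0.0905 from limma). LY6K had 6, 4 and 0 reads against 1, 1 and 5, and no difference was detected at this depth.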

Previous research has demonstrated that specific members of the Ly6 family contribute to the progression of tumors [26,27,45]. Ly6a functions as a tumor-initiating biomarker in lung cancer [28] and plays a role in regulating the development of breast tumors as well as the migration of breast cancer cells [49,50]. Ly6d acts as a prognostic indicator for advanced prostate cancer, with its expression closely correlated with prostate cancer stem cells (CSCs) [51]. As an independent prognostic factor for colorectal cancer (CRC), Ly6e is closely related to the migration and invasion capabilities of CRC cells [32,33]. Additionally, Ly6k also facilitates the progression of ovarian and breast cancers [52,53].

As a member of the Ly6 family, PSCA has been previously recognized as a prognostic biomarker for bladder and gastric cancers [54,55]. In the present study, high expression of PSCA was observed in CRC-SCs, which prompted us to examine the impacts of siPSCA on the proliferation, invasion, and apoptosis of CRC-SCs. The results indicated that siPSCA treatment is capable of reducing CRC-SCs’ proliferation and invasion while enhancing CRC-SCs’ apoptosis. To clarify the molecular mechanism through which PSCA exerts its effects, RNA sequencing (RNA-Seq) was conducted. The analysis revealed that the differentially expressed genes in the groups treated with siPSCA were significantly enriched in the MAPK pathway, which is consistent with earlier findings showing that Lynx1 knockdown results in reduced pMEK expression within the MAPK pathway [56]. Further investigations confirmed that downregulating PSCA in HCT116SCs effectively lowered the expression levels of pBRAF and pERK1/2, while upregulating PSCA in SW620SCs notably elevated the expressions of these two proteins. As key components of the MAPK pathway, pBRAF and pERK1/2 have been well documented to promote the proliferation and migration of various types of cancer cells [57,58,59]. The in vivo xenograft immunohistochemistry (IHC) results also demonstrated that the expression of pERK1/2 in tumors from the siPSCA group was lower than that in the Blank and NC groups. Collectively, the current findings suggest that PSCA enhances CRC-SCs’ proliferation and invasion while inhibiting CRC-SCs’ apoptosis via the MAPK pathway. Furthermore, IHC results showed an elevated expression of the epithelial–mesenchymal transition (EMT) marker E-cad in tumors from mice treated with siPSCA, whereas the expressions of N-cad, vimentin, and ZEB1 were reduced. Similar observations have been reported, where downregulation of Ly6e inhibits EMT in non-small-cell lung cancer cells [60]. To verify the regulatory effect of PSCA on ERK1/2, TBHQ—an ERK1/2 activator that can upregulate pERK1/2 expression to promote cell proliferation, migration, and invasion—was used in related experiments [61,62]. Our results showed that TBHQ partially counteracted the effects of siPSCA, leading to increased proliferation and invasion as well as decreased apoptosis in HCT116SCs.

It is worth noting that PSCA knockdown significantly elevated both the apoptotic and necrotic levels of HCT116SCs. However, overexpression of PSCA did not cause any significant changes in the apoptotic and necrotic levels of SW620SCs. To date, there are no published reports that link Ly6 family members to tumor necrosis. Based on our experimental findings, the promotion of tumor necrosis by siPSCA may involve other signaling pathways, which requires further exploration. Focusing on apoptosis and necrosis, future studies ought to investigate the effects of ERK1/2 inhibitors on PSCA overexpression in SW620SCs. Moreover, a detailed investigation into the specific mechanism by which PSCA influences cell apoptosis in CRC-SCs through the MAPK pathway should be conducted in subsequent research. Overall, the in vivo and in vitro results of this study indicate that PSCA could serve as a potential therapeutic target for CRC, and siPSCA treatment may enhance the prognosis of CRC via the MAPK pathway.

Building on the above mechanistic findings, we discuss the translational value of PSCA-targeted therapy. Systematic research confirms PSCA is highly upregulated in multiple malignancies as a promising therapeutic target [45]. Preclinical PSCA-targeted ADCs and CAR immune cells exert specific anti-tumor effects on PSCA-high tumor cells with mild side effects [63,64]. Matching our observation of elevated PSCA in CRC-SCs, antibody-conjugated nanoparticles deliver siRNA to eliminate drug-resistant stem cells without systemic toxicity [65].

Our data indicate PSCA suppression exerts therapeutic effects on PSCA-overexpressing CRC. PSCA silencing inhibits MAPK/ERK1/2 activation to block CRC-SC proliferation, invasion, and EMT, and induces stem cell apoptosis to synergize with chemotherapy. Existing studies show sustained MAPK stabilizes c-Myc, while ERK1/2 upregulates Oct-4, Sox-2, and Nanog to sustain stemness and chemoresistance, which drive CRC recurrence [66,67]. Thus PSCA-mediated MAPK inhibition may downregulate these stemness regulators and improve chemosensitivity. Combining PSCA-targeted agents with MAPK or immune checkpoint inhibitors yields synergistic anti-tumor effects. Our findings provide a preclinical basis for therapies against PSCA-high CRC-SCs, though further translational research is needed for clinical transformation [45,68].

## 5. Conclusions

This paper systematically extends the present knowledge of the functional pathway mediated by PSCA, naturally leading to the conclusion that the results will provide a more solid theoretical basis for the diagnosis and treatment of colorectal cancer (CRC). It has clearly shown that an ERK1/2 activator promotes pERK1/2 expression in CRC stem cells (CRC-SCs), which in turn enhances cell proliferation and invasion, but it also appropriately points out that the next logical step is to investigate how ERK1/2 inhibitors regulate the MAPK pathway in CRC, as this will yield deeper insights into the role of PSCA in the MAPK pathway of CRC. Finally, a more complete framework for PSCA’s role in tumor development can be built from there.

The present paper clearly and convincingly shows that PSCA regulates the stemness of CRC-SCs with respect to proliferation, apoptosis, and invasion via the BRAF-ERK1/2 axis of the MAPK pathway (Figure 6). Therefore, it is reasonable to conclude that PSCA is a very promising therapeutic target for CRC.

## Figures and Tables

**Figure 1:**
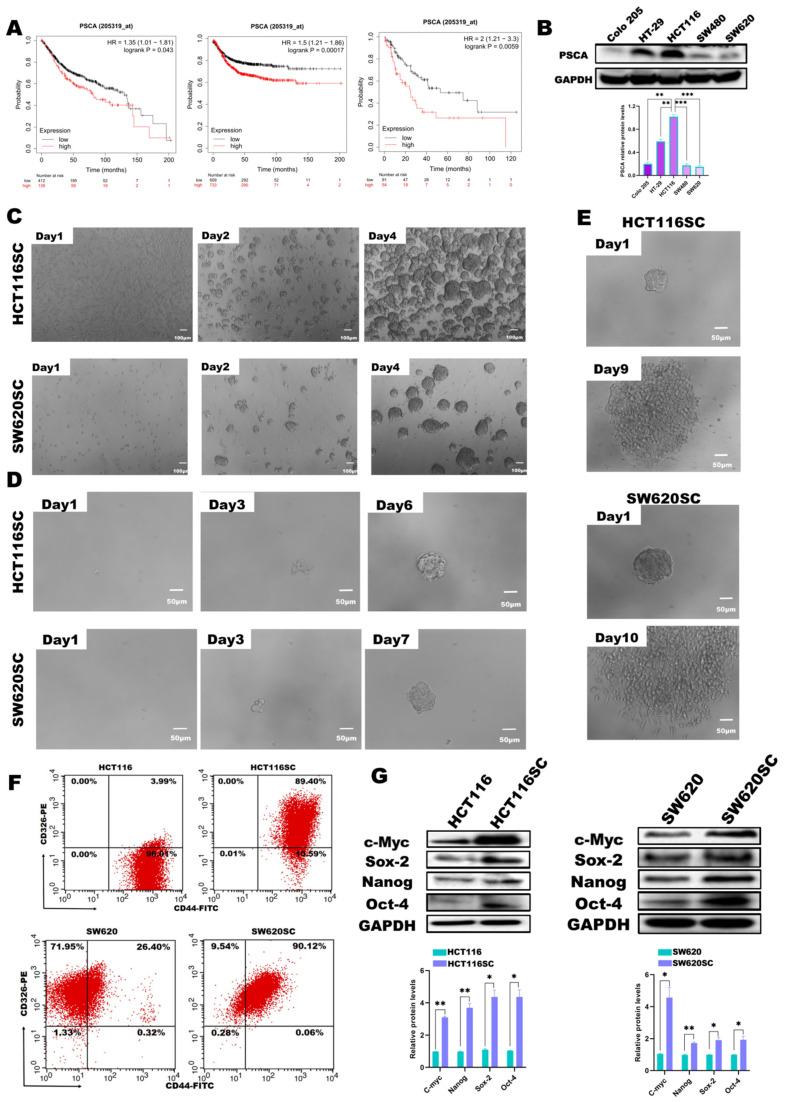
PSCA expression in CRC and isolation, identification of CRC-SCs. (**A**) Survival curves generated by Kaplan–Meier plotter illustrating the overall survival, relapse-free survival, and post-progression survival of CRC patients stratified by high and low PSCA expression levels. (**B**) Relative PSCA protein expression in CRC cell lines assessed by Western blotting (** *p* < 0.01, *** *p* < 0.001). (**C**) In vitro culture of HCT116SCs and SW620SCs in serum-free DMEM/F12 medium for 4 days. (**D**) Tumor sphere formation from HCT116SCs and SW620SCs. (**E**) Differentiation of CRC-SCs into adherent cells induced by medium supplemented with 10% FBS. (**F**) Flow cytometric analysis of CD44 and CD326 expression in CRC-SCs and parental CRC cells. (**G**) Western blotting analysis of c-Myc, Sox-2, Nanog, and Oct-4 expression in CRC-SCs and parental CRC cells (* *p* < 0.05, ** *p* < 0.01).

**Figure 2:**
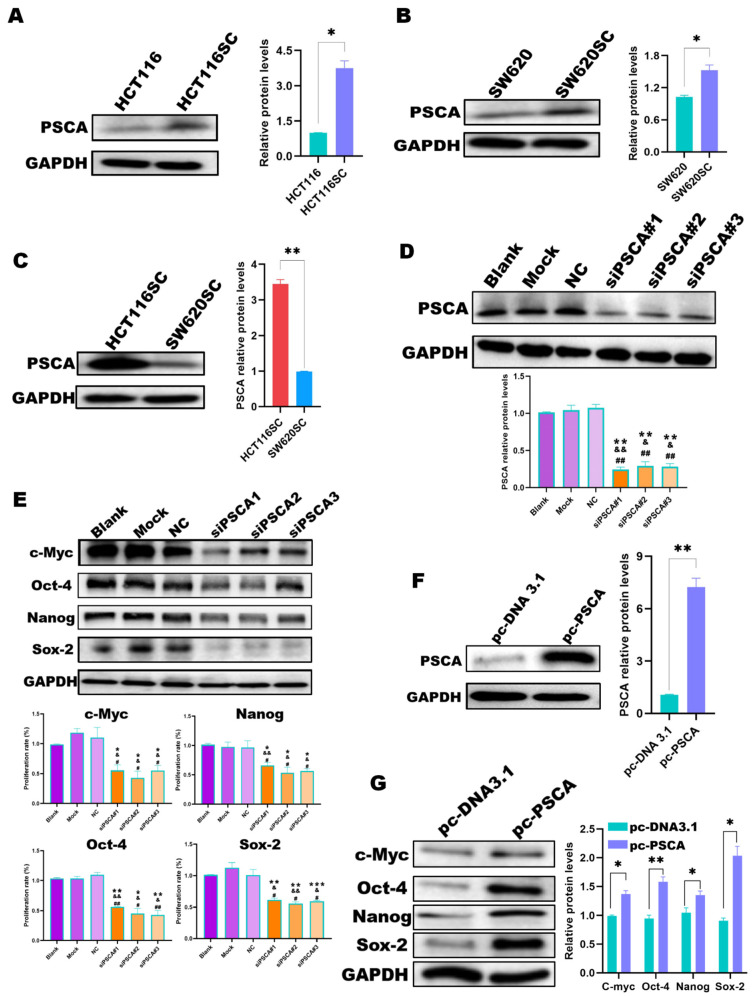
High PSCA expression in CRC-SCs regulates stemness-associated transcription factors. (**A**) PSCA protein expression in HCT116 cells and HCT116SCs (* *p* < 0.05). (**B**) PSCA protein levels in SW620 cells and SW620SCs (* *p* < 0.05 vs. SW620). (**C**) PSCA protein expression in HCT116SCs and SW620SCs (** *p* < 0.01). (**D**) PSCA protein levels in HCT116SCs after siPSCA-mediated knockdown (** *p* < 0.01 vs. Blank; & *p* < 0.05, && *p* < 0.01 vs. Mock; ## *p* < 0.01 vs. NC). (**E**) Expression of stemness transcription factors (c-Myc, Oct-4, Nanog, and Sox-2) after PSCA knockdown (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. Blank; & *p* < 0.05, && *p* < 0.01 vs. Mock; # *p* < 0.05, ## *p* < 0.01 vs. NC). (**F**) PSCA protein levels in SW620SCs after pcDNA3.1-PSCA-mediated overexpression (** *p* < 0.01 vs. pcDNA3.1 control). (**G**) Expression of c-Myc, Oct-4, Nanog, and Sox-2 after PSCA overexpression.(* *p* < 0.05, ** *p* < 0.01).

**Figure 3:**
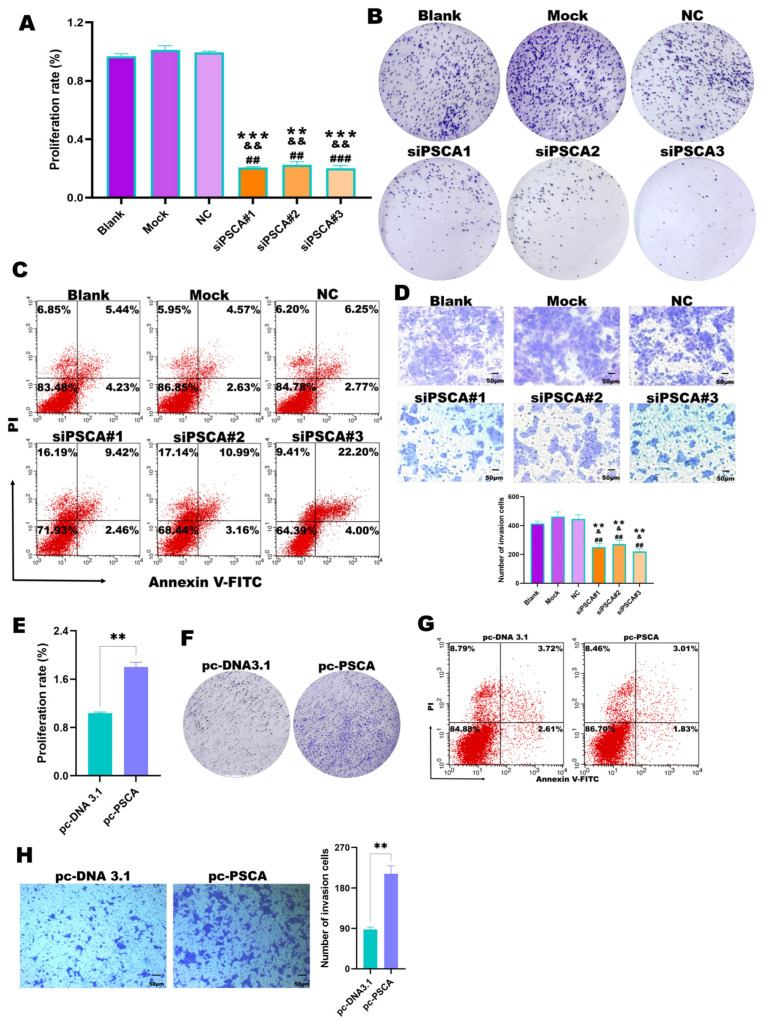
In vitro biological behavior assays of PSCA in CRC-SCs. (**A**,**B**) MTS and colony formation assays showing proliferation of HCT116SCs after siPSCA-mediated knockdown (** *p* < 0.01, *** *p* < 0.001 vs. Blank; && *p* < 0.01 vs. Mock; ## *p* < 0.01, ### *p* < 0.001 vs. NC). (**C**) Flow cytometric analysis of apoptotic HCT116SCs after siPSCA transfection using Annexin V-FITC/PI staining. (**D**) Representative images and quantification of invaded HCT116SCs in the Transwell assay after siPSCA transfection (** *p* < 0.01 vs. Blank; & *p* < 0.05 vs. Mock; ## *p* < 0.01 vs. NC). (**E**,**F**) MTS and colony formation assays showing proliferation of SW620SCs after pcDNA3.1-PSCA-mediated overexpression (** *p* < 0.01 vs. pcDNA3.1). (**G**) Flow cytometric analysis of apoptotic SW620SCs after pcDNA3.1-PSCA transfection using Annexin V-FITC/PI staining. (**H**) Representative images and quantification of invaded SW620SCs in the Transwell assay after pcDNA3.1-PSCA transfection (** *p* < 0.01 vs. pcDNA3.1).

**Figure 4:**
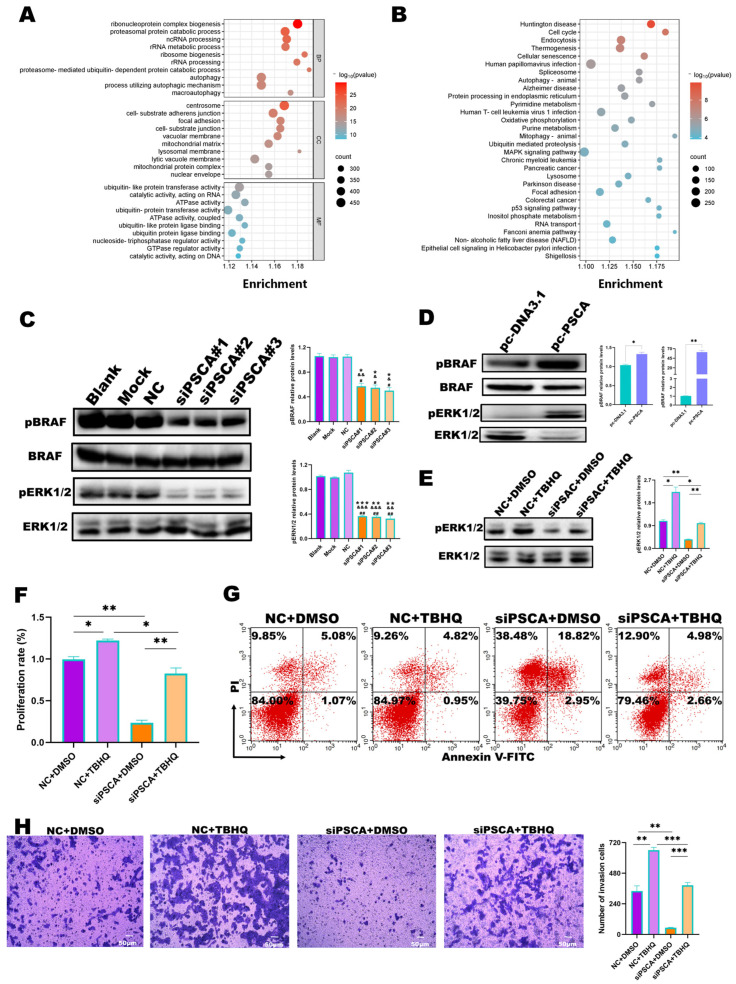
Mechanism exploration and functional verification of PSCA-directed modulation in CRC-SCs. (**A**) GO enrichment profiling of DEGs in HCT116SCs subjected to siPSCA or NC siRNA transfection. (**B**) KEGG enrichment of DEGs in HCT116SCs following siPSCA or NC siRNA transfection. (**C**) Phosphorylation levels of BRAF and ERK1/2 in HCT116SCs upon PSCA silencing (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. Blank; & *p* < 0.05, && *p* < 0.01, &&& *p* < 0.001 vs. Mock; # *p* < 0.05, ## *p* < 0.01 vs. NC). (**D**) Phosphorylation levels of BRAF and ERK1/2 in SW620SCs upon PSCA ectopic expression (* *p* < 0.05, ** *p* < 0.01 vs. pcDNA3.1). (**E**) p-ERK1/2 abundance in HCT116SCs following siPSCA transfection in the presence or absence of tert-butylhydroquinone (TBHQ) (* *p* < 0.05, ** *p* < 0.01). (**F**) Proliferative capacity of HCT116SCs following siPSCA transfection with or without TBHQ supplementation (* *p* < 0.05, ** *p* < 0.01). (**G**) Apoptotic ratio of HCT116SCs following siPSCA transfection with or without TBHQ exposure. (**H**) Invasive capability of HCT116SCs following siPSCA transfection with or without TBHQ administration, as evaluated by Transwell assay (** *p* < 0.01, *** *p* < 0.001).

**Figure 5:**
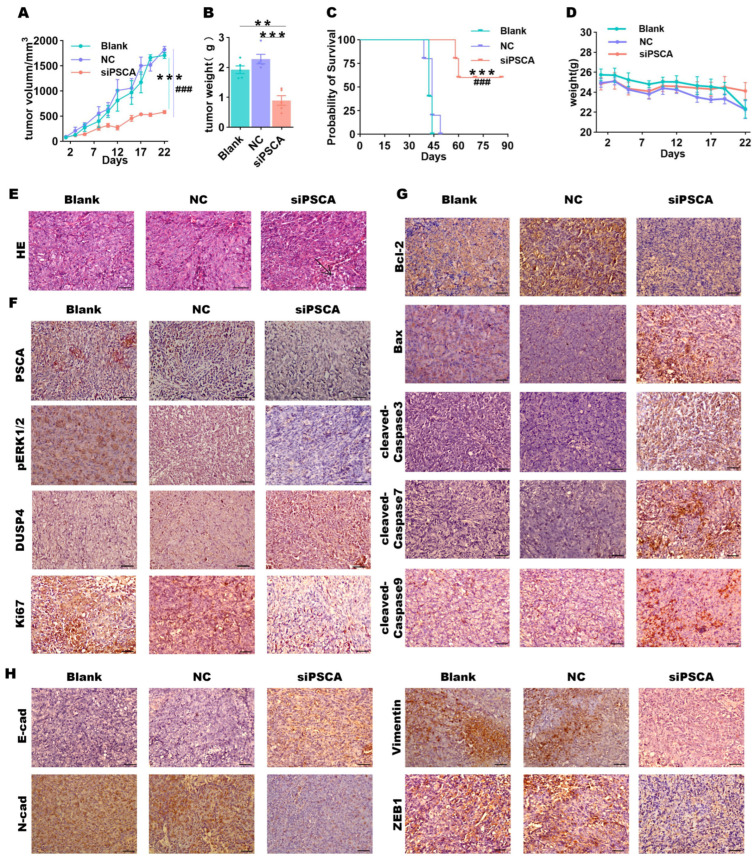
PSCA silencing suppresses xenograft tumorigenesis and prolongs overall survival of tumor-bearing mice. (**A**) In vivo tumor growth curves of HCT116SC xenografts in mice treated with 3-week siPSCA treatment (*** *p* < 0.001 vs. Blank; ### *p* < 0.001 vs. NC). (**B**) Terminal xenograft weights following 3-week siPSCA treatment (** *p* < 0.01, *** *p* < 0.001). (**C**) siPSCA treatment significantly prolongs the overall survival of HCT116SC-derived xenograft mice (*** *p* < 0.001 vs. Blank; ### *p* < 0.001 vs. NC). (**D**) Effects of 3-week siPSCA treatment on host body weight in tumor-bearing mice. (**E**) Hematoxylin and eosin (H&E) histomorphology of neoplasms. (**F**–**H**) Immunohistochemical profiling of xenograft tissue: (**F**) PSCA, pERK1/2, DUSP4, and Ki67; (**G**) apoptosis regulators (Bcl-2, Bax, cleaved caspase-3, cleaved caspase-7, and cleaved caspase-9); and (**H**) epithelial-mesenchymal transition (EMT) markers (E-cadherin, N-cadherin, vimentin, and ZEB1). Scale bar, 10 μm.

**Figure 6:**
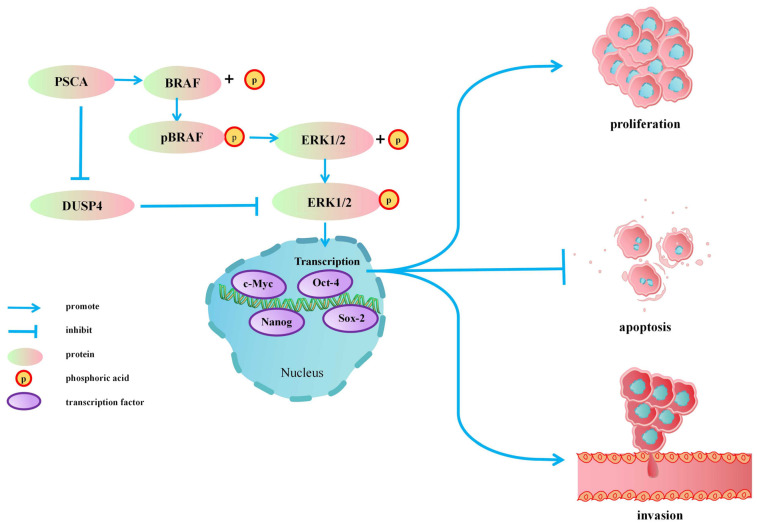
A schematic illustration of how PSCA influences CRC-SCs’ proliferation, apoptosis, and invasion at the molecular level.

## Data Availability

Raw RNA-seq data produced in this research have been uploaded to the NCBI GEO database with accession ID GSE337374. Other datasets generated and analyzed in this paper can be obtained from the corresponding author with reasonable application.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cimb48070737/s1.

# Supplementary material for: The Oncogenic Role of Prostate Stem Cell Antigen (PSCA) in Colorectal Cancer: Implications for Targeted Therapy
**Source:** Curr Issues Mol Biol. 2026 Jul 20;48(7):737. doi: 10.3390/cimb48070737
**Supplement:** Supplementary file 1

Supplementary Fig 1

A

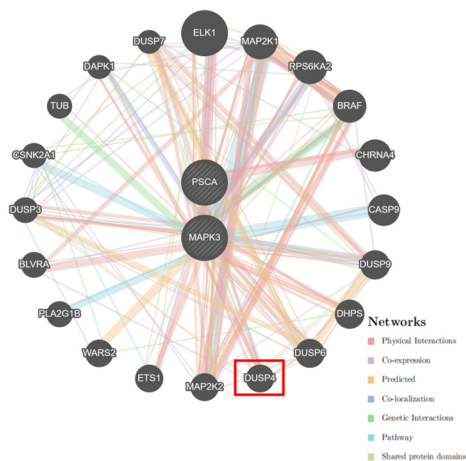

B

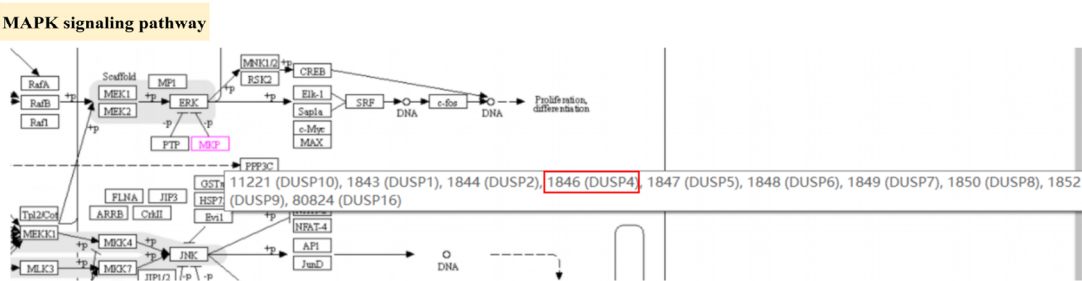

**Supplementary Fig 1.** Bioinformatics Investigation into the Associations Between PSCA and ERK1/2. (A) Analysis via the Genemania database demonstrated that DUSP4 interacts with both PSCA and ERK1/2 (formally designated as MAPK2). (B) KEGG pathway enrichment analysis illustrated that DUSP4 suppresses the phosphorylation status of ERK1/2.

Supplementary Fig 2

**A**

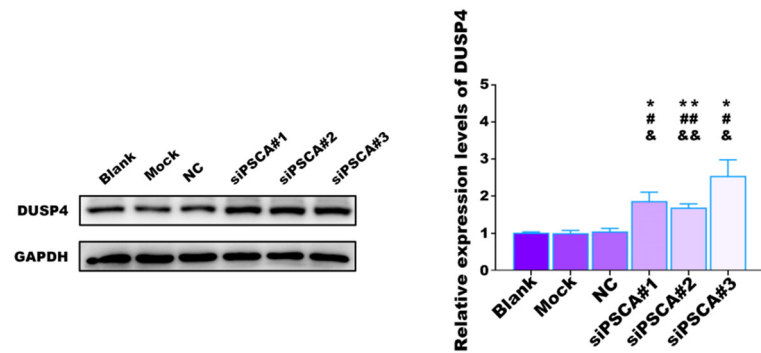

**B**

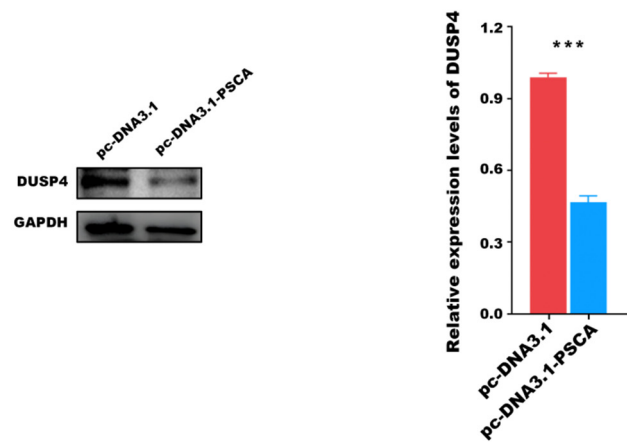

**Supplementary Fig 2.** PSCA regulates the expression of DUSP4. (A) Western blotting results of DUSP4 relative protein levels in HCT116SCs after down regulated PSCA (siPSCA) (\* $p < 0.05$ , \*\* $p < 0.01$ , compared with Blank; & $p < 0.05$ , && $p < 0.01$ , compared with Mock; # $p < 0.05$ , ## $p < 0.01$ , compared with NC). (B) Western blotting results DUSP4 relative protein levels in SW620SCs after up regulated PSCA(\*\* $p < 0.001$ , compared with negative control).

How the deposited data were processed for this re-analysis (not part of the article)

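RNA of HCT116SCs was sequenced in 6 libraries, 3 from cells transfected with NC siRNA and 3 from cells transfected with siPSCA, all harvested 48 h after transfection. The groups follow the sample labels. The titles of the libraries siPSCA 2 and siPSCA 3 name other numbers after HCT, whereas all other labels and the paper's text name HCT116, so these libraries were kept. The paper's text names the NEBNext Ultra RNA kit for the libraries and gives no statement on strand. It names neither the aligner nor the counting program nor the method by which DEGs were called. The statistics section names 2-tailed t-tests and analysis of variance in GraphPad Prism for the paper as a whole.
The authors deposited 1 table of FPKM values for 58735 genes, with gene length, position and biotype. Gene identifiers, starts and ends of all 58735 genes were those of GENCODE release 29, which corresponds to Ensembl release 94, on GRCh38. FPKM multiplied by gene length was a whole multiple of one step in each library for 100% of values, so reads per gene were recovered. The library total behind the FPKM values ranged from 16803235 to 18218661 and 94.36% to 96.96% of it lay on genes. Reads on genes ranged from 16145977 to 16884838 in NC and from 16099716 to 17302219 in siPSCA. The gene with the most reads took 1.58% to 1.91% of a library's reads, and the 100 genes with the most reads took 19.6% to 21.3%. Intervals and floors, the latter set at 3 reads, cover counting error only.
All values were analysed with R 4.3.3 and limma 3.58.1, and with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The linear model of limma (lmFit, then eBayes with a mean-variance trend) was fitted to log2(FPKM + 1) with the group as the only term. Genes needed a mean FPKM of at least 1 over the 6 libraries, which left 13796 genes, and p-values were adjusted by the method of Benjamini and Hochberg. Every adjusted p of a single gene comes from limma. PSCA, POU5F1, NANOG, SOX2, BCL2, CDH2, ZEB1, LY6D and LY6K lay under the minimum and were taken from the same model over all 34391 genes with a read. No fold change is given where both groups lie at or under the floor. DEGs were defined in 2 ways: by an adjusted p under 0.05, and by an unadjusted p under 0.05 with an absolute log2 fold change over 0.5, the thresholds that the methods print for enriched terms. Single genes were also tested by an exact permutation test, which cannot fall below p = 0.1 with 3 libraries against 3.
Neither the GO nor the KEGG release was at hand. In their place 13 gene lists were written by hand before the data were examined: the MAPK pathway, focal adhesion, adherens junction, the ERK phosphatases of Supplementary Figure S1B, the network genes of Supplementary Figure S1A, ERK-responsive transcripts, cell cycle, interferon-stimulated genes, p53 targets, oxidative phosphorylation, proteasome, cytosolic ribosomal proteins and mitochondrially encoded genes. Cell-substrate junctions had no list of their own. A further 3 lists were written after the largest fold changes had been seen: hypoxia-responsive transcripts, the unfolded protein response and AHR-responsive transcripts, where AHR is the aryl hydrocarbon receptor. Over-representation was tested with a one-sided Fisher's exact test against all tested genes, and the direction of a list with camera (inter-gene correlation 0.01), fry and camera with an estimated correlation, all 2-sided. Adjustment was made over the 13 lists, and over all 16 for the added ones. Under fry, the calls of camera on the interferon-stimulated, oxidative phosphorylation, proteasome, hypoxia, unfolded protein response and AHR lists all held; with an estimated correlation none of them did.
The genes named in the text were fixed by rule: genes that the paper measures or only discusses, some of which are not reported here, the DUSP genes of Supplementary Figure S1B, and the 5 largest rises and 5 largest falls among protein-coding genes past the adjusted threshold whose groups did not overlap. Genes named outside this rule are said to have been chosen after their values were seen, with these exceptions. JRK overlaps PSCA, and CYP1A2 was tested for reads shared with CYP1A1. TIPARP and CYP2S1, of the AHR list, are named for their calls.
The tests were run on simulated data. Of 200 genes with a log2 change of 1 added among 13796, 182 (91%) were recovered with 7 false calls. With a change of 0.5, 35 (17.5%) were recovered with 4 false calls, and with none added there were 0 false calls. A shifted list of 40 genes gave a camera p of 4.54e-51 and an unshifted one 0.409. The siRNA sites of positions 2 to 8 of each antisense strand were sought in the longest 3′ untranslated region of each gene. In that test 20 of 20 shifted 7-base sites were ranked first when sites needed at least 200 genes, a minimum that replaced 30 after results with 30 had been seen, because with 30 the test ranked 12 of 20 first. The fold changes were permuted across genes before the shift, which removes their trend on GC content. How well the test ranks sites with that trend present was therefore not shown.
The alternatives were a pseudocount of 0.1, a minimum FPKM of 5 and none, median-ratio scaling, quantile normalization, TPM, protein-coding genes only, no mean-variance trend, limma-voom on the recovered reads, the replicate number as a term, an adjusted p under 0.01, a log2 fold change beyond 1, DEGs by adjusted p for the lists, a background of every gene with a read, and each library left out in turn. A correction for GC content and length was added after seeing the data. In it, the loess trend of each library's deviation from the mean of the 6 libraries on GC content, then on log length, was removed before the model was fitted. GC content was that of the longest transcript, known for 99.97% of tested genes. The protein, cell culture and xenograft experiments of the paper were not analysed here.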

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

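The tests in this part were chosen only after their results had been seen, except those of the GC trend without NC 3, of siRNA sites in hypoxia transcripts, of the other groupings for the unfolded protein response and interferon lists, of reads shared with CYP1A2 and with the FTH1 pseudogenes, and of the aryl hydrocarbon receptor list.
The log2 fold changes followed the GC content of the genes, with a Spearman correlation of 0.664 across genes, a property the paper does not report on. Libraries of one condition also differed along GC content: NC 3 minus the mean of NC 1 and NC 2 had a correlation of -0.56 with it. This is consistent with a GC bias between libraries as part of the trend. NC 3 alone is argued against as its source, because the correlation was 0.603 without it. A change in transcription that itself depends on GC content was not tested and stays open, since condition and library preparation cannot be separated with these 6 libraries. For single genes, the correction for this trend therefore matters most where a gene has a high or a low GC content.
Hypoxia-responsive transcripts, which the paper does not discuss, were lower in siPSCA, with a median log2 fold change of -0.83 over 45 tested genes, of which 38 were lower and 7 higher (camera, adjusted p = 2.04e-13). The list was written after the largest falls had been seen, and none of the 10 genes with the largest changes is on it (0 of 10). It shares 1 gene with the MAPK list and 0 with the unfolded protein response list. The GC and length trend as the whole cause is argued against, since the median was -0.90 after its removal, and NC 3 as the whole cause likewise, since the median was -0.88 without it. The siRNAs acting on these transcripts through their own short matching sites is also argued against: 20% of the 30 lower members with a fall past the thresholds carried any of the 3 siRNA sites in the 3′ untranslated region, against 26.1% of other genes (one-sided Fisher's exact p = 0.834). Of the 10 splits of the 6 libraries, 1, the real one, gave a median as large, a share that 10 splits cannot undercut and that decides nothing by itself; the other nine gave absolute medians of 0.247 to 0.328. Past the adjusted threshold, 36 of the 45 genes were lower, so their fall exceeded the spread within the groups. All 45 come from the same 6 libraries, so their number cannot exclude variation between libraries. With an estimated correlation, camera gave an adjusted p of 0.08975. PSCA silencing and a difference in oxygen supply or cell density between the NC and siPSCA cultures may both give this pattern, and neither was tested. P4HA1, one of the 5 genes chosen by rule for their fall, had a log2 fold change of -2.99, and -2.79 after removal of the GC trend.
Unfolded protein response transcripts were also lower, with a median log2 fold change of -0.58 over 30 genes, of which 26 were lower (camera, adjusted p = 5.22e-07). The paper does not discuss them, and the list was written after the largest changes had been seen. It shares 2 genes with the MAPK list. The median was -0.49 after removal of the GC trend and -0.54 without NC 3, which argues against either as the whole cause. Of the 10 splits, 1, the real one, gave a median as large, which decides nothing by itself, and the other nine gave absolute medians of 0.145 to 0.205. Of the 30 genes, 22 were lower past the adjusted threshold, a fall beyond the spread within the groups. They come from the same libraries, so their number cannot exclude variation between libraries. Camera with an estimated correlation gave an adjusted p of 0.0571. An effect of PSCA silencing and a difference between the cultures stay open and untested.
Interferon-stimulated genes, one of the 13 lists written first, meant to show responses to transfected RNA, were higher in siPSCA, with a median log2 fold change of 0.34 over 41 genes, of which 33 were higher (camera, adjusted p = 0.000567). The list shares 2 genes with the proteasome list. The median was 0.35 after removal of the GC trend and 0.39 without NC 3, values that argue against both as the whole cause. Of the 10 splits, 1, the real one, gave a median as large, which decides nothing by itself, and the other nine gave absolute medians of 0.0545 to 0.146. Higher past the adjusted threshold were 25 of the 41 genes, a rise beyond the spread within the groups. They come from the same libraries, so their number cannot exclude variation between libraries. The adjusted p from camera with an estimated correlation was 0.1095. A stronger response to the siPSCA duplex than to the NC duplex and an effect of PSCA silencing may both give this pattern, and the design, with no siPSCA rescue among the libraries, does not separate them.
CYP1A1 rose by 3.00 on the log2 scale, in all 3 siPSCA libraries. After removal of the GC trend its log2 fold change was 2.79, which argues against that trend as the whole cause. Reads shared with its neighbour in sequence CYP1A2 are argued against as well, because the reads of both genes summed rose by 3.58. The other transcripts of a list for the aryl hydrocarbon receptor, which leaves out CYP1A1 and was written after its rise had been seen, had a median log2 fold change of 0.82 over 6 tested genes, of which 5 rose past the adjusted threshold and TIPARP did not (0.05). CYP2S1 (0.69) no longer passed after removal of the GC trend (0.16), and TIPARP then did (0.21). This is consistent with activity of the aryl hydrocarbon receptor as a hypothesis, and what activated it was not tested.
FTH1 rose by 3.28 on the log2 scale. Its reads numbered 3592, 2981 and 798 in NC and 21428, 21624 and 19371 in siPSCA, so NC 3 was far below NC 1 and NC 2. Of 25 FTH1 pseudogenes in the table 19 had a read. Reads moved between FTH1 and these pseudogenes are argued against as the cause, because their sum rose by 2.94 and the pseudogenes alone by 0.55. After removal of the GC trend the log2 fold change of FTH1 was 3.19, which argues against that trend as the whole cause. A difference in iron supply, which sets ferritin levels in many cells, may be one explanation and was not tested.
GAPDH, which the paper uses as a loading control on Western blots and does not report as RNA, fell from an FPKM of 1431 ± 65.6 (SD, n = 3) to 796 ± 12.3 (SD, n = 3), a log2 fold change of -0.85 (adjusted p = 0.000349). Scaling of the libraries is argued against as its cause, since the value nearest to 0 under the 4 other scalings was -0.63. After removal of the GC trend the log2 fold change was -1.27. Of the glycolytic genes on the hypoxia list, PGK1 (-1.18) and LDHA (-1.54) fell with it, whereas ALDOA had 0.03 (-0.22 without NC 3). These 3 were picked after their values were seen. ALDOA had a mean FPKM of only 2.34 in NC, against 214.7 for PGK1, so it is a weak exception. The causes left open for the hypoxia list may apply to GAPDH as well, and this was not tested.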

How the results depend on the processing

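The correction for GC content and length, the siPSCA#1 site test and the hypoxia, unfolded protein response and aryl hydrocarbon receptor lists were chosen only after the data had been seen, as was the minimum of 200 genes per site, which replaced 30; the other alternatives were set beforehand. Unless stated, the cause of a change was not tested. Genes with a mean FPKM under 5 have no value under that minimum.
The number of genes with an adjusted p under 0.05 was 7001. With an adjusted p under 0.01 it was 3762, a stricter threshold by construction, and across the 6 fits that each left out one library it ran from 4627 without siPSCA 1 to 7425 without NC 3. DEGs by p and fold change numbered 3434. They fell to 2175 with a minimum FPKM of 5, where 7630 genes are tested, to 574 beyond a log2 fold change of 1, and to 1573 after the GC correction, when 40.43% of them were higher in siPSCA against 59.03% before. Under every other alternative the count was within 1.5 times the reported one.
The replicate numbers of NC and siPSCA did not pair the libraries: correlations of same-numbered libraries, after removal of each group's mean, were 0.0955, 0.0132 and 0.134. With a replicate block, 6725 genes had an adjusted p under 0.05 and 3486 met p and fold change, and 1 result was weaker (DUSP9 lost its call).
For over-representation, the odds ratio of the MAPK list (1.37) passed the adjusted threshold at 1.503 with DEGs by adjusted p, 2.27 without a minimum and 2.50 with every gene with a read as background, and was 0.996 beyond a log2 fold change of 1. That of focal adhesion (1.32) was 1.83, 2.34, 2.55 and 0.885 under the same 4 settings, the first 3 past the threshold. That of adherens junctions (1.11) passed at 2.30 without a minimum and 2.58 with the wider background. It was below 1 with a pseudocount of 0.1 (0.869), TPM (0.911), limma-voom (0.966) and beyond a log2 fold change of 1 (0.348). After the GC correction the 3 ratios were 1.159, 1.121 and 1.054, nearer to 1 and not past the threshold. The settings with the highest ratios are those that add genes with few reads to the background. The adjusted p of the MAPK list ran from 1.14e-07 to 1 over its 13 alternatives.
Lists with a median near 0 changed sign without passing a threshold. The MAPK median (0.06) was -0.00012 without a minimum and 0.014 without NC 3, the focal adhesion median (0.02) was -0.0045 with a minimum FPKM of 5, -0.0024 without a minimum, -0.00052 with quantile normalization and -0.027 with TPM, from 0.0087 (without siPSCA 3) to 0.041 (without NC 3) with one library left out, and the ERK phosphatase median (0.03) was -0.011, -0.024 and -0.022 with a minimum FPKM of 5, quantile normalization and TPM. Leaving out one library, the ERK phosphatases ran from -0.019 to 0.054, the network genes (0.07) from -0.0092 to 0.076 and the mitochondrially encoded genes (0.07) from -0.043 to 0.17, the lowest value of each being that without NC 3; the adherens junction median (-0.09) was -0.059 without NC 3. The cell cycle median (0.05) was 0.014 without a minimum, past the threshold, and -0.0086 with quantile normalization. The p53 median (0.15) passed without a minimum at 0.096.
After the GC correction the MAPK, ERK phosphatase, network and focal adhesion medians were -0.083, -0.19, -0.076 and -0.065, of which the first pair passed the threshold. ERK-responsive transcripts (-0.18) went to -0.26, cell cycle to 0.13, p53 to 0.26, ribosomal proteins (-0.08) to -0.15 and mitochondrially encoded genes to 0.35, and all 5 passed. Under fry, the ERK-responsive (-0.18), adherens junction (-0.092), cell cycle (0.055) and p53 (0.15) medians passed. With an estimated correlation in camera, the interferon (0.34), oxidative phosphorylation (0.20), proteasome (0.20), hypoxia (-0.83), unfolded protein response (-0.58) and aryl hydrocarbon receptor (0.82) lists no longer passed. The proteasome list also lost its call with a minimum FPKM of 5 (0.21) and with quantile normalization (0.13). Apart from these calls, the hypoxia, unfolded protein response, interferon and oxidative phosphorylation lists kept direction and call under every alternative that was run.
Among single genes, PSCA (-0.07) ran from -0.18 to 0.01 when one library was left out, with the sign reversed without NC 3. Other sign changes under alternatives set beforehand were POU5F1 with quantile normalization (0.011), LY6K with quantile normalization (0.0014) and DUSP1 with limma-voom (0.013). When one library was left out, LY6K ran from -0.056 to 0.0053 (without NC 1), DUSP1 from -0.085 (without siPSCA 1) to 0.040 (without siPSCA 3), with the sign reversed in 4 of 6 fits, DUSP16 from -0.14 to 0.011 (without NC 3) and DUSP7 from -0.048 (without NC 3) to 0.19. None of these had a call to lose. LYNX1 (0.34 to 0.64), LY6E (0.39 to 0.79), DUSP2 (0.69 to 1.04), DUSP5 (-0.29 to -0.19), DUSP9 (0.41 to 0.75) and MKI67 (-0.41 to -0.27) kept their direction and lost the adjusted call without siPSCA 1 and without siPSCA 2, some also without others, and DUSP10 gained it without NC 3 (-0.37). The GC correction changed the sign of DUSP4 (-0.03), MAPK3 (-0.42), LYNX1 (-0.10), LY6E (-0.018), DUSP7 (-0.31), DUSP8 (-0.084) and DUSP9 (-0.14), with MAPK3 and DUSP7 past the threshold in the new direction; BRAF and DUSP2 lost their call and DUSP1 (-0.28) gained one. The genes named in the paper, its ERK phosphatases, GAPDH and the 10 largest changes were counted together, apart from PSCA and DUSP4. NANOG, SOX2, CDH2 and LY6D, at or under the floor of 3 reads in NC, were also left out, which leaves 37 genes. These gave 396 values under the alternatives that leave out no library. Of the 396, 373 kept direction and call, 12 were weaker, 2 stronger and 9 reversed. They gave 222 values under the alternatives that leave one library out. Of the 222, 194 kept both, 20 were weaker, 1 was stronger and 7 were reversed.
For the siRNA sites, the difference in median log2 fold change between genes with and without the site was -0.205 for siPSCA#3 and -0.189 for siPSCA#1. That of siPSCA#3 was -0.0726 in coding sequence and -0.0444 after the GC correction. That of siPSCA#1 was -0.143 with 6-base sites, -0.128 in coding sequence and -0.0183 after the GC correction. None of these 5 passed the threshold. With 6-base sites siPSCA#3 had a difference of -0.239, which did pass (camera, adjusted p = 3.44e-05).
Depth limits the genes with few reads. PSCA had 4 to 15 reads per library, so that a change within the interval of 0.444 to 1.37 in the ratio of read rates was not detectable at this depth, and NANOG and CDH2 lay at or under the floor of 3 reads in all 6 libraries.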

Differences from the paper's values

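Every alternative named in this part was set before the data were examined, except the correction for GC content and length and the test of the hypoxia list, which were chosen only after the results had been seen.
The paper's plot of KEGG enrichment gives a gene number of about 240 for the MAPK signaling pathway (Fig. 4B, read by eye). Here 60 genes of the hand-written MAPK list were DEGs by p and fold change. None of the alternatives set before the data were examined closed the gap: leaving out single libraries gave 44 to 71, a log2 fold change beyond 1 gave 8, and the other settings with that call gave 49 to 75. DEGs by adjusted p held 60.62% of the 193 tested list genes. The list has 299 members, of which 279 had a read, so the number read from the figure lies nearer to the members with a read than to the DEGs, and whether it counts DEGs was not settled here.
The paper states that DEGs were primarily enriched in the MAPK signaling pathway and, among cellular components, in focal adhesions and adherens junctions. Here the MAPK list had the smallest unadjusted p of the 13 lists (0.0294), and its adjusted p was 0.383, with 0.487 for focal adhesion and 0.699 for adherens junctions. The MAPK and focal adhesion lists passed the adjusted threshold with DEGs by adjusted p, without an FPKM minimum and with every gene with a read as background, and adherens junctions passed under the last pair of these settings. Tested for direction, the MAPK list passed after the GC correction alone (median log2 fold change -0.083), and adherens junctions under fry alone (median -0.09). The enrichment was 1.25 for the MAPK list and 1.22 for focal adhesion, where the paper's plots show about 1.1 (Fig. 4B) and about 1.2 (Fig. 4A), both read by eye and less than 1.5 times apart from the values here; it was higher, 1.97 and 2.03, without an FPKM minimum and 2.15 and 2.20 with every gene with a read as background. With DEGs by adjusted p, focal adhesion had the smallest p of the 13 lists. A hypoxia list written after the largest falls had been seen had a smaller p than any of the 13 (adjusted p = 9.96e-09 over 16 lists).
The paper reports that all siPSCA sequences lowered PSCA protein in HCT116SCs (Figure 2D). At the RNA level PSCA had a log2 fold change of -0.07 (adjusted p = 0.728), or -0.34 after the GC correction, which was chosen after seeing the data, and passed the threshold under no setting. Without NC 3 it was 0.01. PSCA has a mean FPKM under 1, where adding 1 before the logarithm shrinks a change. Its ratio of mean FPKM, siPSCA to NC, was 0.791.
The paper reports lower c-Myc, Oct-4, Nanog and Sox-2 protein after PSCA knockdown in HCT116SCs (Figure 2E). MYC RNA rose from an FPKM of 42.3 ± 3.15 (SD, n = 3) to 57.6 ± 1.37 (SD, n = 3), a log2 fold change of 0.44 (adjusted p = 0.00327), between 0.38 and 0.47 under the alternatives set before the data were examined and 0.20 after the GC correction. POU5F1, which encodes Oct-4, had -0.04 (adjusted p = 0.723), or -0.09 without NC 2, with a ratio of mean FPKM of 0.860. NANOG had 0, 0 and 0 reads in NC and 1, 0 and 0 in siPSCA, and SOX2 had 0, 3 and 1 against 2, 7 and 11.
The paper reports higher DUSP4 protein after PSCA knockdown in HCT116SCs (Supplementary Figure S2A). DUSP4 RNA had a log2 fold change of 0.06 (adjusted p = 0.384), between 0.01 (without NC 3) and 0.09 under the alternatives set before the data were examined.
In xenografts the paper reports E-cadherin as higher and Bcl-2, N-cadherin and ZEB1 as lower after siPSCA, and cleaved caspase-9 as higher (Figure 5G,H). In the cultured cells sequenced here, CDH1 RNA had a log2 fold change of -0.60 (adjusted p = 0.00134). BCL2 had 0.03 (adjusted p = 0.703), ZEB1 -0.21 (adjusted p = 0.276) and CASP9 0.23 (adjusted p = 0.118). Without NC 3, BCL2 had 0.07 and CASP9 0.15. ZEB1 passed the threshold when protein-coding genes only were tested. BCL2 and ZEB1 have a mean FPKM under 1, where adding 1 before the logarithm shrinks a change: their ratios of mean FPKM were 1.197 and 0.7198, and with limma-voom their log2 fold changes were 0.31 and -0.45, neither past the threshold. CDH2, which encodes N-cadherin, had 3 reads in NC 2 and 0 in the other libraries.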

Other observations

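The tests on the number of differing genes, on the interval of the PSCA ratio and on TMEM238, C4orf48 and CTSD in this part were chosen only after the results had been seen, as was the minimum of 200 genes per siRNA site; the test of the overlap with JRK was not.
Of the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave as many as 7001 genes with an adjusted p under 0.05; the other nine gave 0, with 107 to 199 genes at an unadjusted p under 0.05. With 10 splits this share can never fall below 0.1, so it decides nothing by itself. For 64.47% of the genes all siPSCA values lay on one side of all NC values, where chance gives 10% on average. The genes come from the same 6 libraries, so this share cannot exclude variation between libraries. GC content and length as the whole cause are argued against, since 5460 genes passed after the correction, 3670 of them among the 7001. NC 3 as the whole cause is argued against, since 7425 genes passed without it. A difference between the NC and siPSCA cultures other than PSCA stays open, because such a difference would coincide with the groups.
PSCA RNA was not detectably lower in siPSCA. Counting error hiding a fall to 25% or less is argued against, since the lower end of the interval of the ratio was 0.444. The exons of JRK cover 368 exonic bases of PSCA, and JRK had 541 to 776 reads per library, so reads of JRK counted on PSCA may hide a larger fall. This cannot be told apart from an unchanged PSCA transcript without the positions of the reads.
TMEM238, C4orf48 and CTSD, which were among the 5 largest rises, had log2 fold changes of 2.43, 2.06 and 1.91. After removal of the GC trend the median of the 3 was 1.25. The trend as the whole cause is argued against, and it accounts for part of the rises. Without NC 3 the log2 fold change of TMEM238 was 1.91.
The medians of the other lists, with camera and 13 lists adjusted together, were as follows. Oxidative phosphorylation had a median log2 fold change of 0.20, with 59 of 76 genes higher (adjusted p = 0.00150), and the proteasome had 0.20, with 32 of 44 higher (adjusted p = 0.00876). ERK-responsive transcripts had a median of -0.18, with 12 of 19 lower (adjusted p = 0.215). Of these 19 genes, 13 passed the adjusted threshold over all genes and 13 adjusted over the list alone, 3 higher and 10 lower; among them EGR1 had a log2 fold change of -0.81, FOS of -0.64, SPRY4 of -0.38, FOSL1 of 0.85 and CCND1 of 0.44, genes chosen after their values were seen. Cell cycle (0.05), p53 targets (0.15) and ribosomal proteins (-0.08) each had an adjusted p of 0.215, mitochondrially encoded genes (0.07) had 0.375, and the ERK phosphatases (0.03) and the network genes of Supplementary Figure S1A (0.07) had 0.999. Without NC 3 the last 3 medians were -0.04, -0.02 and -0.01.
Some genes that the paper measured as protein in xenografts (Figure 5F–H) moved in the same direction as RNA in the cultured cells. MKI67 had a log2 fold change of -0.36 (adjusted p = 0.0250), a call lost without an FPKM minimum and without siPSCA 1 or siPSCA 2, where it was -0.29 and -0.37. BAX had 1.08 (adjusted p = 0.00834) and VIM -0.64 (adjusted p = 0.00275). After removal of the GC trend these were -0.28, 0.66 and -0.62. CD44 and EPCAM, the genes of the sorting markers CD44 and CD326, had -0.44 (adjusted p = 0.00193) and -0.16 (adjusted p = 0.199), and EPCAM was -0.06 without NC 3.
The short sites that each siRNA could bind in 3′ untranslated regions were tested for an effect on other genes. Genes with the site of siPSCA#3 had a lower median log2 fold change than genes without it, by -0.205 (camera, adjusted p = 0.000127), as had genes with the site of siPSCA#1 without its R characters, by -0.189 (adjusted p = 0.000459), whereas for siPSCA#2 the difference was -0.095 (adjusted p = 0.171). Sites were ranked by the median log2 fold change of the genes that carry them. Of 13889 sites of 7 bases, 20.5%, 31.2% and 58.4% had a median as low as those of siPSCA#3, siPSCA#1 and siPSCA#2. After removal of the GC trend the differences were -0.0444, -0.0183 and -0.0259, and 0.202%, 3.07% and 1.44% of sites had a median as low. With sites needing only 30 genes these shares were 1.23%, 5.85% and 3.64%. The sequence that was transfected before sequencing is not identified by these values.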
